# The role of histone H3 leucine 126 in fine-tuning the copper reductase activity of nucleosomes

**DOI:** 10.1016/j.jbc.2024.107314

**Published:** 2024-04-22

**Authors:** Nataliya P. Tod, Maria Vogelauer, Chen Cheng, Ansar Karimian, Stefan Schmollinger, Dimitrios Camacho, Siavash K. Kurdistani

**Keywords:** chromatin, histone, copper, reductase, yeast

## Abstract

The copper reductase activity of histone H3 suggests undiscovered characteristics within the protein. Here, we investigated the function of leucine 126 (H3L126), which occupies an axial position relative to the copper binding. Typically found as methionine or leucine in copper-binding proteins, the axial ligand influences the reduction potential of the bound ion, modulating its tendency to accept or yield electrons. We found that mutation of H3L126 to methionine (H3L126M) enhanced the enzymatic activity of native yeast nucleosomes *in vitro* and increased intracellular levels of Cu^1+^, leading to improved copper-dependent activities including mitochondrial respiration and growth in oxidative media with low copper. Conversely, H3L126 to histidine (H3L126H) mutation decreased nucleosome’s enzymatic activity and adversely affected copper-dependent activities *in vivo*. Our findings demonstrate that H3L126 fine-tunes the copper reductase activity of nucleosomes and highlights the utility of nucleosome enzymatic activity as a novel paradigm to uncover previously unnoticed features of histones.

As the major DNA-binding proteins in eukaryotes, histones help package DNA into the confines of the nucleus and regulate essentially all DNA-based processes (1). The histones are thought to exert their regulatory influence by altering chromatin structure and undergoing post-translational modifications. These proposed mechanisms have been central to interpreting phenotypes associated with altered histone function. For instance, when assessing the effects of histone mutations discovered through genetic screens, diseases, or genetic variants, researchers typically invoke nucleosome stability, positioning, and changes in modifications to explain potential differences in gene expression between control and experimental conditions (2, 3, 4, 5, 6).

We have recently reported that histone H3 has a catalytic function as an oxidoreductase enzyme, catalyzing the reduction of Cu^2+^ to Cu^1+^ (7). Copper-dependent enzymes throughout the cell, including those in mitochondria, rely on this activity because copper ions must be in their reduced, cuprous (Cu^1+^) state, to be transported to proteins that utilize them as a co-factor (8, 9). Diminishing the copper reductase activity of histone H3 reduced intracellular Cu^1+^ levels without affecting total levels of copper (7). This compromised the function of copper-dependent enzymes such as cytochrome *c* oxidase (CcO - complex IV) of the mitochondrial transport chain (ETC) and superoxide dismutase 1 (Sod1) and resulted in diminished growth, particularly in conditions when demand for copper is high such as in oxidative media. Conversely, the decreased activity of histone H3 increased resistance to copper toxicity (7, 10). This toxicity is mainly due to the high affinity of Cu^1+^ ion for cysteine sulfhydryl groups (11), causing it to compete with iron-sulfur clusters for protein binding sites (12). Although little is known about the regulatory mechanisms of histone H3’s enzymatic activity, maintaining its optimal activity is essential to produce appropriate Cu^1+^ amounts that satisfy cellular needs without surpassing toxicity limits.

We have also recently demonstrated that histone H3 within native yeast nucleosomes retains its enzymatic activity, indicating that eukaryotic DNA is wrapped around an enzyme complex and that chromatin may function as a “metabolic organelle” (13, 14). The enzymatic activity of histone H3 now provides an additional foundation for understanding the potential function of certain histone residues in an entirely new context.

A nucleosome consists of a tetramer of histones H3 and H4, along with two pairs of H2A-H2B dimers, collectively wrapping 146 bp of DNA (15). The histone H3-H4 tetramer is itself composed of two dimers of H3 and H4 histones that interact exclusively through histone H3 residues. The H3-H3′ interface, where the H3-H4 dimers interact, is the probable enzyme active site as it is where Cu^2+^ binds and is likely reduced. The pairs of histidine and cysteine residues at the H3-H3′ interface are arranged in an approximately square planar geometry, similar to Cu^2+^ binding sites in other proteins. Above and below this plane are axial residues that form a cage around the bound Cu^2+^ ion. These axial residues are typically amino acids with hydrophobic side chains such as methionine (M) or leucine (L) and serve to increase the reduction potential of copper—that is, to increase its tendency to accept electrons (16). In general, the degree of axial residue hydrophobicity correlates positively with the reduction potential of the bound copper ion (16). The exact reduction potential of metal ions in proteins must therefore align with the protein's intended role to ensure proper functionality.

Interestingly, occupying the axial position relative to the plane of copper binding in histone H3 is the leucine 126 (H3L126) residue (Fig. 1*A*) (17). The H3L126 residue is highly conserved among eukaryotic and archaeal histones (Fig. 1*B*) yet its potential function has remained a mystery.

**Figure 1:**
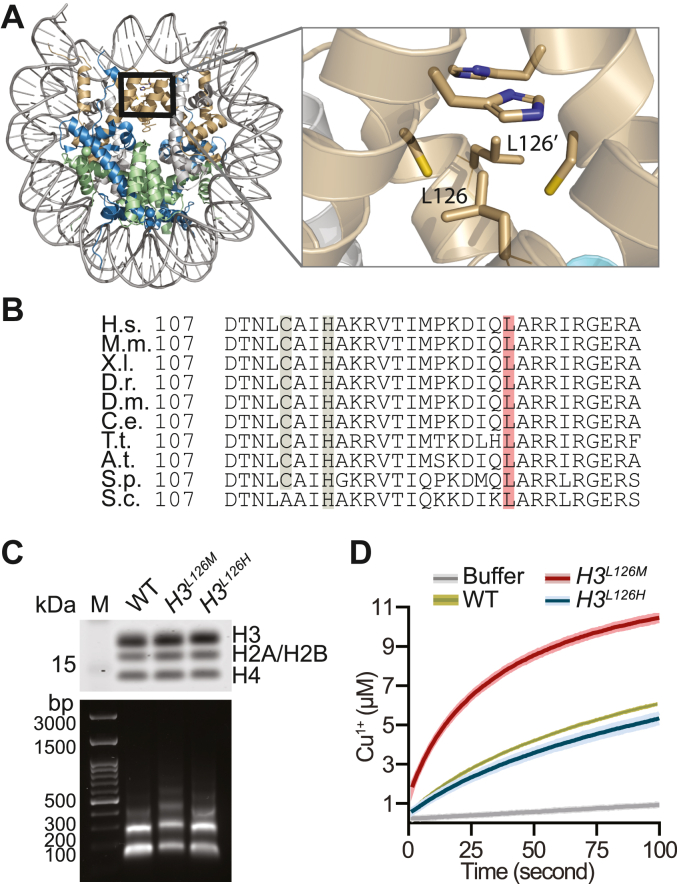
**As the axial ligand for copper binding, H3L126 modulates nucleosome copper reductase activity.***A*, *left*: *X. laevis* nucleosome core particle structure [Protein Data Bank (PDB) 1KX5] (17). The box delineates the H3-H3′ interface. *Right*: H3L126 residues from opposing histone H3 proteins relative to the interface residues H3H113 and H3C110 are shown. *B*, alignment of the C-terminal region of histone H3 from *Homo sapiens* (H.s.), *Mus musculus* (M.m.) *Xenopus laevis* (X.l.), *Danio rerio* (D.r.), *Drosophila melanogaster* (D.m.), *Caenorhabditis elegans* (C.e.), *Tetrahymena thermophila* (T. t.), *Arabidopsis thaliana* (A.t.), *Schizosaccharomyces pombe* (S. p.), and *S. cerevisiae* (S.c.). Note that the numbering excludes the initial methionine residue. *C*, representative examples of protein (*upper panel*) and DNA (*lower panel*) from nucleosomal fractions isolated from the indicated strains. *D*, progress curves of Cu^2+^ reduction by nucleosomes isolated form WT, *H3*^*L126H*^ or *H3*^*L126M*^ strains or buffer. *Lines* and *shading* represent the mean ± standard deviation (SD) of three assays.

Here we present evidence that H3L126 plays a critical role in optimizing the enzymatic activity of nucleosomes. We generated yeast strains carrying the H3L126M and H3L126H mutations. We chose methionine because it frequently serves as an axial ligand in other copper proteins, expecting it to either have no effect or potentially serve as a gain-of-function mutation. The H3L126H mutant would be expected to decrease the hydrophobicity of the Cu^2+^ binding pocket in histone H3, thereby reducing its enzymatic activity. Indeed, *in vitro* experiments confirmed that the H3L126M mutation enhanced the copper reductase activity of native nucleosomes. In cells, H3L126M mutations increased intracellular levels of Cu^1+^ without affecting the total copper content, and improved oxygen consumption, which is mainly due to copper-dependent CcO (Complex IV) activity, as well as growth in oxidative media with limited copper. The H3L126H mutation exerted the opposite effects, diminishing the nucleosome copper reductase activity and compromising respiration and growth in oxidative media, especially under low copper conditions. Analysis of global gene expression revealed minimal changes in response to fluctuations in H3L126 mutations, arguing against major structural effects on chromatin. Our findings identify the H3L126 residue as the potential axial copper ligand in histone H3 and unveil its importance in modulating the copper reductase activity of the nucleosome. Our results further demonstrate how the copper reductase activity of histone H3 provides a novel paradigm to understand nucleosome structure and function, including potentially the contributions of histone mutations to human disease.

## Results

### Mutation of histone H3L126 modulates copper reductase activity of nucleosomes

To determine if H3L126 affects nucleosome activity, we generated yeast strains carrying the H3L126M or H3L126H mutation in both copies of the histone H3 genes without any other genetic perturbation. Modeling these mutations in the published structure of the yeast nucleosome (PDB file 1ID3) (18) revealed steric clashes comparable to those observed for other residues within the structure. The steric clashes for all residues range from 0.4 to 1.12 Å, whereas for M126 they range from 0.46 to 0.54 Å and for H126 from 0.43 to 0.57 Å (Fig. S1). It was also previously reported that it is sterically possible for the H3L126 residue to adopt different conformations, suggesting a degree of flexibility in accommodating steric bulk (15).

Next, we obtained native nucleosomes from wildtype (WT), *H3*^*L126M*^, and *H3*^*L126H*^ strains by micrococcal nuclease digestion of chromatin in isolated nuclei and ion-exchange chromatographic purification (Fig. S2). DNA extraction of the collected aliquots from each strain showed comparable DNA fragments of mostly mono-, di- and tri-nucleosomes, as expected from nucleosomal particle purification (Fig. 1*C*). To test if the isolated nucleosomes reduce Cu^2+^ to Cu^1+^ ions *in vitro*, we performed a copper reduction assay. Assays contained native nucleosomes or control buffer and a reduced form of tetramethyl-1,4-phenylenediamine (TMPD) as a one-electron donor, which upon oxidation turns a characteristic blue-violet color, providing a measure of copper reduction by the nucleosomes. Reactions were initiated by addition of Cu^2+^ in the form of Cu^2+^-ADA (N-(2-Acetamido)iminodiacetic acid) complex. ADA is a zwitterionic organic chemical buffering agent that can form complexes with most common metals (19). Spontaneous Cu^1+^ production occurred at a slow rate, but the rate of Cu^1+^ production substantially increased in the presence of wild-type (WT) nucleosomes (Fig. 1*D*). Production of Cu^1+^ eventually plateaued due to near-full consumption of the electron donor. Nucleosomes isolated from the *H3*^*L126M*^ strain reproducibly demonstrated substantially higher enzymatic activity compared to WT, whereas those from the *H3*^*L126H*^ strain showed modestly diminished activity (Fig. 1*D*). We obtained similar results using Cu^2+^-Tricine as the substrate for the nucleosomes (Fig. S3). These results indicate that the H3L126M and H3L126H mutations respectively increase and decrease the copper reductase activity of native yeast nucleosomes *in vitro*.

It is important to note that our copper reductase assay may not precisely recapitulate the conditions inside the cell. One notable factor is our lack of knowledge regarding the specific chaperones responsible for delivering Cu^2+^ to nucleosomes or transporting Cu^1+^ away from them. The identities of these chaperones could potentially influence the magnitude of the observed differences between WT and mutant nucleosomes. We find it noteworthy that despite the empirical condition of our assay, we still observe a discernible difference between WT and mutant nucleosomes. Nevertheless, we urge caution when drawing direct proportional comparisons between the *in vitro* and *in vivo* effects, given the likely differences in the enzymatic milieu.

### Mutation of histone H3L126 regulates intracellular Cu^1+^ levels

To provide *in vivo* evidence for the potential effects of the H3L126M and H3L126H mutations on the enzymatic activity of nucleosomes, we used a plasmid to report on the activity of the Cup2 transcription factor, which is activated directly by Cu^1+^ and not Cu^2+^ ions (Fig. 2*A*). The reporter plasmid contains the green fluorescent protein (GFP) gene downstream of the CUP1 promoter, a main target gene of Cup2 (20, 21). WT cells containing this plasmid show an increasing amount of Cu^1+^ intracellularly with increasing amounts of Cu^2+^ provided in the growth medium (Figs. 2*B* and S4*A*). However, the GFP expression in the *H3*^*L126M*^ strain increased significantly more than in WT cells with increasing amounts of copper in the medium, indicating that this mutation improved the conversion of Cu^2+^ to Cu^1+^ intracellularly. Conversely, the *H3*^*L126H*^ strain produced less Cu^1+^ than the WT with additional exogenous copper (Figs. 2*B* and S4*A*).

**Figure 2:**
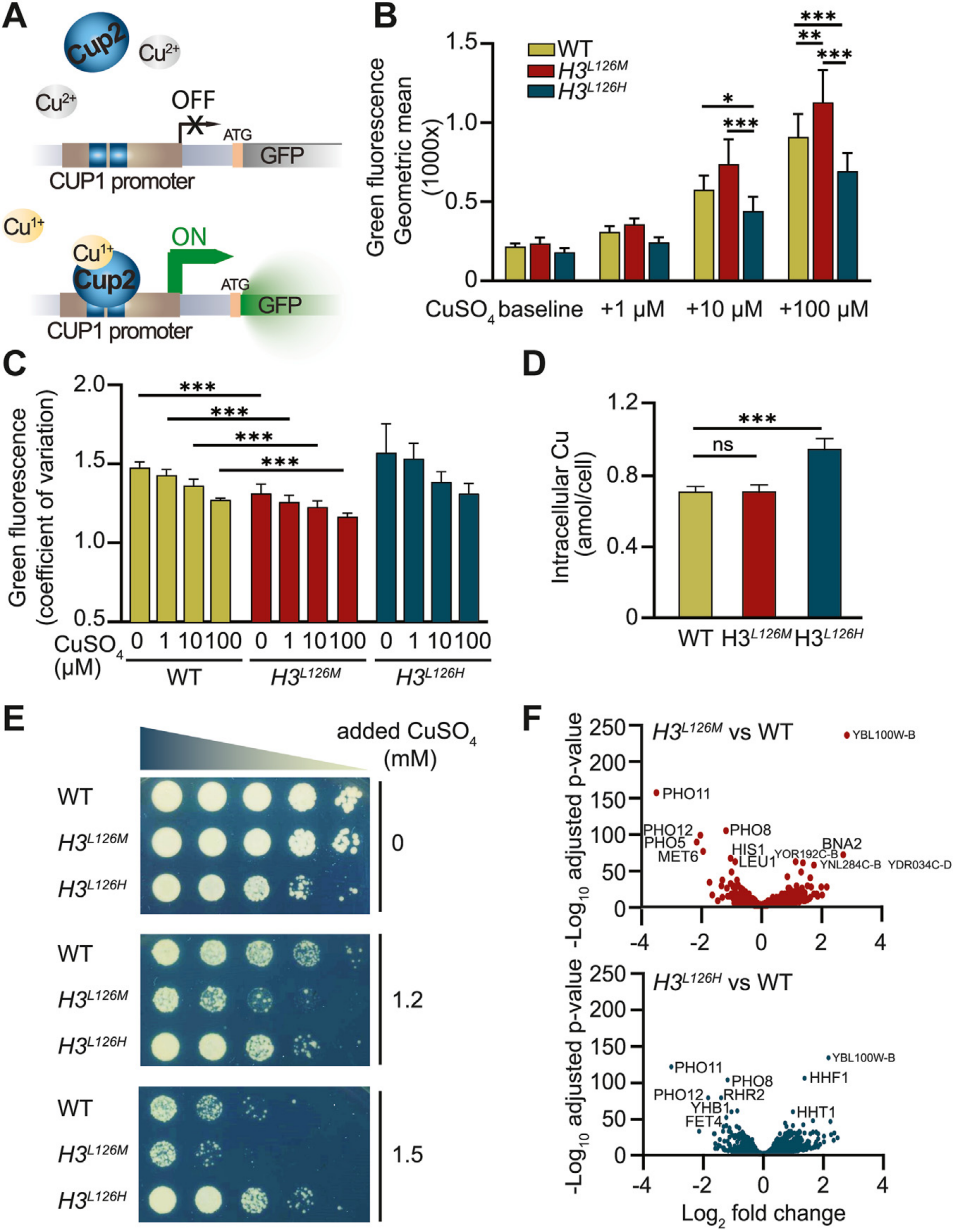
**Mutations of H3L126 modulate intracellular copper oxidation state.***A*, graphic representation of the reporter assay used to determine intracellular Cu^1+^. *B*, geometric mean green fluorescence signal of WT, *H3*^*L126M*^, or *H3*^*L126H*^ cells containing the p^(CUP1)^-GFP plasmid grown in oxidative media without (0) or with 1, 10 or 100 μM additional CuSO_4_ from six experiments. The baseline copper concentration is ∼0.16 μM. *C*, coefficient of variation (CV) in green fluorescence signal of WT, *H3*^*L126M*^, or *H3*^*L126H*^ cells without (*baseline*) or with 1, 10 or 100 μM additional CuSO_4_ from six experiments. The baseline copper concentration is ∼0.25 μM. *D*, intracellular copper content of exponentially growing strains as determined by ICP-MS/MS. Bars are means ± SD from four technical repeats of five independent experiments. *E*, spot test assays in SC media without or with 1.2 or 1.5 mM additional CuSO4. Copper concentration in at baseline is ∼0.25 μM. *F*, volcano scatter plots of average log_2_ fold changes in expression of genes from *H3*^*L126M*^*versus* WT (upper panel) or *H3*^*L126H*^*versus* WT (lower panel) strains. Genes with an expression change significance greater than 50 -log_10_ adjusted *p*-value are indicated. Statistically significant differences as determined by two tailed *t* test are indicated by *asterisks*: ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001. ns, not significant.

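No gene reached 50 in -log10 adjusted p with the quasi-likelihood test of edgeR, whose largest values in YPD were 10.0 in H3L126M and 8.71 in H3L126H. At an unadjusted p below 0.05 it called 1726 and 3121 genes. The genes labeled in the plots were all called. In H3L126M, YBL100W-B (a Ty gene, chromosome II 29935-35248) had a log2 fold change of 2.95 (SE 0.08, adjusted p = 9.86e-11), *BNA2* (YJR078W, chromosome X 578860-580221) 3.06 (SE 0.15), *PHO11* (YAR071W, chromosome I 225460-226863) -3.68 (SE 0.12), *PHO12* (YHR215W, chromosome VIII 552099-553502) -2.06 (SE 0.09), *PHO5* -2.22 (SE 0.10), *MET6* -1.99 (SE 0.10), *PHO8* (YDR481C, chromosome IV 1418550-1420250) -1.16 (SE 0.05), *HIS1* -1.02 and *LEU1* -0.84. The Ty genes YDR034C-D, YNL284C-B and YOR192C-B had 1.85, 1.45 and 1.20. At most 15.7% of the sequence of each of the 4 Ty genes is unique, so each value stands for a group of copies. In H3L126H, YBL100W-B had 2.28 (SE 0.08), *PHO11* -3.23 (SE 0.12), *PHO12* -1.86 (SE 0.09), *PHO8* -1.18 (SE 0.05), *GPP1* (YIL053W, chromosome IX 255115-255867, labeled *RHR2*) -1.41 (SE 0.07) and *YHB1* -1.05. *HHF1* (YBR009C, chromosome II 255373-255684) had 1.41 (SE 0.06) and *HHT1* (YBR010W, chromosome II 256331-256741) 1.04 (SE 0.06). YBL100W-B and these neighboring histone genes lie on chromosome II, whose genes were higher as a whole in H3L126H.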

We also observed a decrease in the coefficient of variation (CV) of the GFP signal, a measure of dispersion around the mean, in WT cells when the growth medium was supplemented with increasing amounts of copper (Fig. 2*C*). This observation suggests that the addition of exogenous copper leads to enhanced uniformity in the intracellular levels of Cu^1+^ within the cell population. Importantly, the CV of the GFP signal from the *H3*^*L126M*^ strain was significantly lower than that of WT in medium with a baseline amount of copper (∼0.25 μM), down to a level comparable to WT cells exposed to 100 μM copper (Fig. 2*C*). The CV of the GFP signal from the *H3*^*L126M*^ strain decreased even further by additional exogenous copper. The CV in the GFP signal from the *H3*^*L126H*^ strain was similar to WT and decreased in response to 100 μM exogenous copper to comparable levels as the *H3*^*L126M*^ strain in medium with baseline copper levels (Fig. 2*C*). These findings suggest that in a yeast population, an increase in exogenous copper levels results in an elevated Cu^1+^ production within the cells, thereby reducing the variability in intracellular Cu^1+^ levels. The observation that the H3L126M mutation decreases the variability in intracellular Cu^1+^ levels across the population at any given copper concentration compared to WT is consistent with the H3L126M mutation acting to enhance the nucleosome copper reductase activity.

We utilized Inductively Coupled Plasma Mass Spectrometry (ICP-MS/MS) to measure the intracellular copper content in the WT and both mutant strains. This was to ensure that the fluctuations in Cu^1+^ levels were not merely reflective of overall cellular copper content alterations. The *H3*^*L126M*^ strain demonstrated no significant change in its copper content relative to the WT (Fig. 2*D*), indicating that the rise in Cu^1+^ is solely from improved intracellular conversion. Conversely, the *H3*^*L126H*^ strain displayed a statistically significant increase in total intracellular copper content (Fig. 2*D*), accentuating its diminished ability to convert Cu^2+^ into Cu^1+^. These findings suggest that the elevated Cu^1+^ levels in *H3*^*L126M*^ result from alterations in the Cu^1+^/Cu^2+^ ratio, rather than overall copper content changes. For *H3*^*L126H*^, the increase in total intracellular copper might represent an adaptive response to compensate for the reduced Cu^1+^ production.

Next, we hypothesized that variations in intracellular Cu^1+^ levels resulting from H3L126 mutations could influence resistance to Cu^1+^ toxicity. On media containing toxic levels of copper, *H3*^*L126M*^ exhibited poorer growth than WT, whereas *H3*^*L126H*^ showed better growth (Fig. 2*E*). These findings are consistent with the respective shifts in intracellular Cu^1+^ levels observed in the H3L126 mutant strains.

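RNA was sequenced from WT, H3L126M and H3L126H cells grown in YPD, the fermentative medium with 2% glucose, with 4 replicate libraries of each strain. All strains go back to BY4741, a haploid MATa strain of the S288C background, and the mutants carry the substitution in both H3 genes, *HHT1* and *HHT2*. The authors counted reads per annotated ORF and deposited the counts before and after normalization. Assigned counts per library had a median of 11939122 in WT, 11776816 in H3L126M and 9763614 in H3L126H. The marker genes *MET17* and *URA3*, deleted in BY4741, had no count in any YPD library and *LEU2* had at most 1. *HIS3*, marked his3Δ1 in the strain table, had 242 to 622 counts and was lower in H3L126M (log2 fold change -0.67, edgeR adjusted p = 0.00548). Counts do not hold the bases that were read, so the substitution itself was not checked. Of 6692 ORFs, 5976 had enough counts to be tested. Each gene was tested with the quasi-likelihood test of edgeR on the 12 YPD libraries together, so that the spread between replicates was estimated from all 3 strains, and p was adjusted with the Benjamini-Hochberg method. The test does not allow for features that go along with a strain, such as a difference between cultures or a chromosome gained after the edit. Lists of genes were tested as sets with camera, which asks whether the genes of a list changed more in 1 direction than the other genes did. Camera takes a small preset correlation between the genes of a list, so fry and camera with an estimated correlation were placed beside it.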

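Of 27 genes for copper uptake, delivery, storage and regulation, 25 could be tested in YPD. Their median log2 fold change against WT was 0.0057 in H3L126M and 0.030 in H3L126H, and camera called neither (adjusted p = 0.740 and 0.661). In H3L126M 4 of them were called at an adjusted p below 0.05, and also 4 when adjusted over the list alone. Without WT replicate 2, or without L126M replicate 1, only 2 were called, both higher. Without WT replicate 4 the calls were 3 higher and 1 lower, as in the main fit. *FRE7* (YOL152W, chromosome XV 40748-42610), which encodes a putative reductase for iron and copper, rose from a normalized count of 201 ± 24.3 to 543 ± 154 (mean ± SD, n = 4 each), a log2 fold change of 1.43 (SE 0.18, edgeR adjusted p = 1.18e-04). It was the only copper gene past 2-fold. *CTR3* changed by 0.79 and *CCC2* by 0.41, *MRS3* by -0.21, while *CTR1*, which encodes the main copper importer, changed by -0.0017 (SE 0.10). In H3L126H 7 were called (also 7 over the list alone). *PCA1* (0.76), *SCO2* (0.61), *SCO1* (0.57), *CCC2* (0.55), *COX11* (0.55) and *CTR2* (0.38) were higher and *CCS1* (-0.19) was lower. *PCA1*, *SCO1* and *SCO2* lie on chromosome II and *COX11* on chromosome XVI, and the genes of both chromosomes were higher as a whole in H3L126H. The metallothionein genes *CUP1-1* and *CUP1-2* had at most 2 counts in any library and could not be tested. No part of their sequence is unique (0%), so these counts do not tell how strongly they were expressed. Leaving out WT replicate 4 moved the copper median of H3L126M most, to -0.043.

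**Figure D1:**
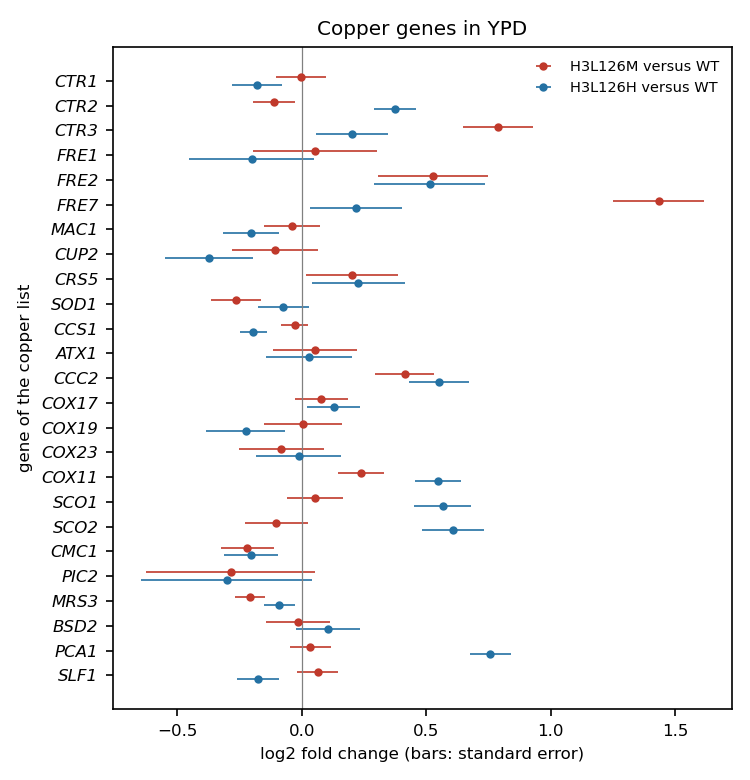
Log2 fold change against WT in YPD of the 25 copper genes that could be tested, with 1 standard error to each side. Red, H3L126M. Blue, H3L126H. Each value compares 4 libraries of a mutant with 4 of WT.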

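The iron list (29 genes) had a median log2 fold change of 0.07 in H3L126M (camera adjusted p = 0.920) and 0.32 in H3L126H (adjusted p = 0.115). Fry called the iron list of H3L126H (adjusted p = 0.00126), and also its copper list (adjusted p = 0.0335). In H3L126H 15 iron genes were higher and 5 lower, 22 in all when adjusted over the list alone, against 2 and 3 in H3L126M (6 over the list alone). *SIT1* (2.05), *FTR1* (1.4), *HMX1* (1.26) and *FIT2* (1.06) rose past 2-fold in H3L126H. *FTR1* and *SIT1* lie on chromosome V, whose genes were higher as a whole in that strain. *FET4*, which encodes a low-affinity iron transporter, fell from a normalized count of 2274 ± 71.4 to 963 ± 76.7 (log2 fold change -1.24, SE 0.07, edgeR adjusted p = 1.21e-07). The zinc and manganese list (11 genes) had medians of 0.0087 and 0.07 (camera adjusted p = 0.958 for each). *ZRT1* (-0.9995) and *ZRT2* (-0.69), the genes of the zinc importers, were lower in H3L126H. Of 4 targets of the copper sensor Cup2, 2 could be tested, with medians of -0.03 and 0.08. The 4 targets of the copper sensor Mac1, *CTR1*, *CTR3*, *FRE1* and *FRE7*, had a median of 0.42 in H3L126M (camera adjusted p = 0.0497). This call also holds under fry (adjusted p = 0.00205), but not with the estimated correlation (adjusted p = 0.238). It rests on *FRE7* (1.43) and *CTR3* (0.79, with 63 to 165 raw counts), while *CTR1* (-0.0017) and *FRE1* (0.05) were near 0. In H3L126H the Mac1 targets had a median of 0.01. Leaving out L126M replicate 2 moved the zinc and manganese median of H3L126M most, to -0.028.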

The observed differences in Cu^1+^/Cu^2+^ ratio were not due to altered expression of genes involved in metal homeostasis, as minimal variations were found in the global gene expression patterns of WT *versus H3*^*L126M*^ or *H3*^*L126H*^ cells, as assessed by mRNA-seq (Figs. 2*F* and S4*B*). Neither mutant strains exhibited substantial changes in global expression as shown in the volcano plots (Fig. 2*F*). 

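In YPD, 871 of 5976 genes differed between H3L126M and WT at an adjusted p below 0.05 (14.6%, 468 higher and 403 lower). In H3L126H it was 2665 (44.6%, 1464 higher and 1201 lower). Most of these changes were small. The median absolute log2 fold change over all tested genes was 0.15 in H3L126M and 0.26 in H3L126H. At least 2-fold changes were found for 144 genes in H3L126M (2.41%) and 314 in H3L126H (5.25%). Chromosomes II, III, V and XVI, whose genes were higher as a whole in H3L126H, held 844 of its calls (31.7%) against 22.2% of the tested genes. A fit with only the libraries of H3L126M and WT moved the H3L126M count most at the same threshold, to 526. Leaving out H3L126M replicate 1 left 589. The choice of replicates therefore weighs more on H3L126M than on H3L126H, where leaving out 1 library gave 2270 to 2962.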

Although a few genes were up- or downregulated in the mutant strains as indicated in Figure 2*F*, there were no statistically significant gene ontology terms in the molecular function category for genes showing two-fold upregulation in *H3*^*L126M*^ or *H3*^*L126H*^ *versus* WT. 

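The genes with at least 2-fold higher expression at an adjusted p below 0.05 numbered 125 in H3L126M and 230 in H3L126H, and 83 were on both lists. Many lie near chromosome ends or have low counts. Within 30 kb of an end lay 23 of the 125 genes and 38 of the 230. Genes of Ty elements, the yeast retrotransposons, made up 10 and 4. The tenth of genes with the lowest mean count held 79 of the 125. *PAU10* had no count in any WT library and a normalized count of 13.9 ± 2.2 in H3L126M and 18.7 ± 3.9 in H3L126H. Its sequence is shared with other *PAU* genes (13.7% of it is unique). *AAD15* had at most 3 raw counts per WT library, so a fold change for these 2 genes would only be a lower bound. *THI5*, with at most 7 raw counts in WT and 15.0% unique sequence, had a log2 fold change of 4.11 in H3L126H. *ANS1*, with at most 4 raw counts in WT, had 3.82 in H3L126M and 4.48 in H3L126H. Only WT replicate 4 had a count for *ANS1*, so both values rest on 1 WT library. Gene ontology terms were not analysed here, since the annotation was not among the files. Among the 120 tested genes picked by a product name that mentions a phosphatase, 1 was on the H3L126M list (*GIP1*) and 2 on the H3L126H list (*GIP1* and *GIP3*).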

A minor enrichment in the GO terms “acid phosphatase activity” and “phosphoric ester hydrolase activity” was observed for two-fold downregulated genes in *H3*^*L126M*^ and *H3*^*L126H*^, respectively (Figs. 2*F* and S4*B*). However, since these genes are downregulated similarly in both mutants, it is unlikely that their altered expression is the cause of the observed copper-related phenotypes.

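Acid phosphatase genes stood among the most strongly lowered genes of both mutants in YPD. Of the 5 genes on the acid phosphatase list, *PHO5*, *PHO11* and *PHO12* were at least 2-fold lower in each mutant, and *PHO3* and *DIA3* were not. In normalized counts (mean ± SD, n = 4 per strain) *PHO5* (YBR093C, chromosome II 429548-430951) fell from 2852 ± 436 in WT to 614 ± 36.7 in H3L126M and 1291 ± 89.4 in H3L126H, while *PHO3* (YBR092C, chromosome II 427698-429101) stood at 3476 ± 962, 2881 ± 245 and 4202 ± 262. *DIA3* rose by 0.99 in H3L126M (edgeR adjusted p = 0.00888). *PHO11* and *PHO12* are near copies (11.7% and 12.8% unique sequence), so reads may not separate them. The list as a whole had a median log2 fold change of -2.06 in H3L126M and -1.14 in H3L126H (camera adjusted p = 4.80e-05 and 0.0163). Both calls hold under fry, and with the estimated correlation the H3L126M call holds (adjusted p = 0.0297) but the H3L126H call does not (0.152). Adjusted over the list alone, 4 of 5 genes were called in each mutant. Of the 120 genes named phosphatases, 5 were among the 19 genes 2-fold lower in H3L126M (*HIS4*, *PHO5*, *PHO8*, *PHO11* and *PHO12*, one-sided Fisher exact test p = 2.79e-05, 1.49e-04 after adjustment) and 6 among the 84 in H3L126H (p = 0.00657, 0.0263 after adjustment). The wider PHO regulon (17 genes) had medians of -0.86 and -0.36 (camera adjusted p = 3.33e-17 and 4.45e-04), with 14 genes lower and none higher in H3L126M, and 10 lower and 4 higher in H3L126H (*PHO84*, *PHM8*, *GPP2* and *GDE1*, of which all but *PHO84* lie on chromosomes V and XVI, higher as a whole in H3L126H). With the estimated correlation the H3L126M call holds (adjusted p = 0.00189) and the H3L126H call does not (0.0627). For the acid phosphatase list of H3L126H, the adjusted p under other fits ranged from 3.44e-10 with DESeq2 to 0.0584 with all 24 libraries.

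**Figure D2:**
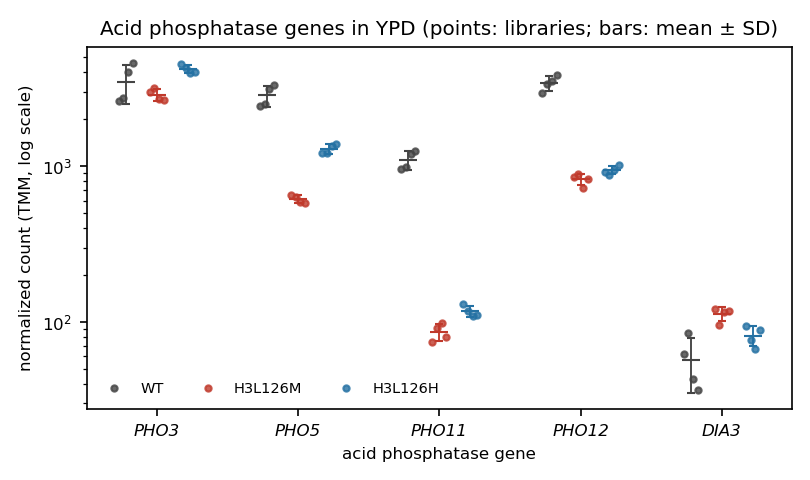
Normalized counts of the 5 acid phosphatase genes in YPD on a logarithmic axis. Points are the 4 libraries of each strain, bars their mean and SD. Normalized counts are counts scaled to a common library size.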

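The paper reasons that genes lowered alike in both mutants are unlikely to cause the copper phenotypes, and concludes from the minimal global variation that altered expression of metal homeostasis genes is not behind the Cu1+/Cu2+ differences. How alike the mutants are can be tested by comparing them directly. Between H3L126M and H3L126H, 2132 of 5976 genes differed in YPD at an adjusted p below 0.05 (35.7%), and 63 were at least 2-fold higher in H3L126M and 93 lower. Of 590 genes called against WT in both mutants, 526 changed in the same direction, and 229 of the 590 also differed between the mutants. Simulated unchanged strains with shared WT libraries had at most 3 genes called in both. Fold changes of the mutants against WT correlated with a Pearson r of 0.601. The shared WT libraries alone gave a median r of 0.749 in 100 simulated pairs of unchanged strains, so this value does not show that the mutants are alike. With 2 WT replicates set against one mutant and the other 2 against the other, r ranged from 0.114 to 0.555. Of 9 genes at least 2-fold lower in both, 3 differed between the mutants. *PHO8* did not (log2 difference 0.02, SE 0.05, edgeR adjusted p = 0.769) and *PHO12* was not called (-0.20, adjusted p = 0.10). *PHO5* was lower in H3L126M than in H3L126H (-1.07, SE 0.10, adjusted p = 7.47e-06), as was *PHO11* (-0.45, adjusted p = 0.0158). *PHO5* lies on chromosome II, whose genes were higher as a whole in H3L126H. *FRE7*, the copper gene with the largest change, was higher in H3L126M than in H3L126H (1.22, SE 0.18, adjusted p = 2.28e-04). Removing the median of each chromosome from H3L126H moved the count of differing genes most at the same threshold, to 1226.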

Altogether, these findings suggest that consistent with the *in vitro* enzymatic assays, the H3L126M and H3L126H mutations, respectively, increase and decrease intracellular Cu^1+^ levels. Because the reporter output is transcriptional, these data furthermore indicate that the changes in Cu^1+^ levels occur within the nuclei of cells.

### Mutation of histone H3L126 affects mitochondrial oxygen consumption and oxidative growth

Mitochondrial oxygen consumption depends on the activity of the copper-dependent cytochrome *c* oxidase, which is activated in oxidative media (22). Therefore, we measured mitochondrial respiration in oxidative media to determine the functional impacts of H3L126 mutations. In a medium where the main sources of carbon are ethanol and glycerol, and cellular metabolism relies on mitochondrial oxidative phosphorylation, with a baseline copper level of ∼0.25 μM, no difference was observed in oxygen consumption rates between WT, *H3*^*L126M*^, and *H3*^*L126H*^ strains. However, in the presence of the copper chelator bathocuproinedisulfonic acid (BCS), which limits copper availability to cells, there were significant decreases in oxygen consumption rates of WT cells, and more dramatically, of *H3*^*L126H*^ cells (Fig. 3*A*). In contrast, *H3*^*L126M*^ cells exhibited consistent levels of oxygen consumption between baseline and the low copper conditions (Fig. 3*A*). To determine if these sensitivities were due to changes in the expression of genes involved in mitochondrial ETC, we performed global gene expression analyses using mRNA-seq of cells growing in oxidative media. 

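RNA-seq in YPEG, the oxidative medium with 2% ethanol and 2% glycerol, can show whether the strains differ in the expression of the electron transport chain (ETC) or of copper genes where respiration is needed. The YPEG series holds 4 libraries of each of the 3 strains. Assigned counts per library had a median of 9159468 in WT, 11565812 in H3L126M and 12542670 in H3L126H. The 12 libraries were fitted together in the same way as those of YPD, and 6022 genes could be tested. Expression of the ETC was taken per library as the median log10 normalized count of the 29 ETC genes, of 32 listed, that could be tested, so that the 4 libraries of a strain could be compared with those of WT by an exact permutation test. With 4 against 4 libraries its smallest possible p is 0.0286. The ETC genes were also tested as a set. Oxygen consumption, the amount of Cox2 protein and growth were not analysed here.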

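In YPEG, 2178 of 6022 genes differed between H3L126M and WT at an adjusted p below 0.05 (36.2%, 1031 higher and 1147 lower), and 2192 differed between H3L126H and WT (36.4%, 1127 higher and 1065 lower). Changes of at least 2-fold were found for 263 genes in H3L126M (4.37%) and 171 in H3L126H (2.84%). As a scale, 4102 of 6082 genes differed between YPEG and YPD in WT (67.4%), 1325 of them at least 2-fold (21.8%). Chromosomes II, III, V and XVI held 716 of the calls in H3L126H (32.7%). The ETC genes had a median log2 fold change of 0.39 in H3L126M, with 20 of 29 tested genes higher and none lower (camera adjusted p = 9.41e-06, 21 genes when adjusted over the list alone). The call holds under fry (adjusted p = 0.00317) but not with the estimated correlation (0.416). In H3L126H the median was -0.03, with 2 genes higher and 7 lower (camera adjusted p = 0.341, 9 genes over the list alone). The median log10 normalized count was 3.78 ± 0.0326 in WT, 3.88 ± 0.0643 in H3L126M and 3.73 ± 0.0316 in H3L126H (mean ± SD, n = 4 each). Each mutant differed from WT with an exact p = 0.0857, and 1 H3L126M library, replicate 2, lay at the level of WT. Using the authors' normalized counts moved the H3L126M difference from 0.10 to 0.14 with an exact p = 0.0286. The ATP synthase genes (16 tested) had medians of 0.25 in H3L126M and -0.04 in H3L126H. The H3L126M list was called by camera (adjusted p = 0.0189) and fry, but not with the estimated correlation (0.416).

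**Figure D3:**
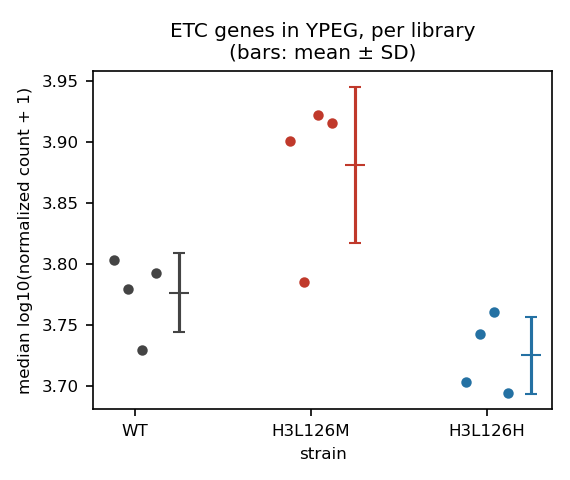
Median log10 normalized count (plus 1) of the electron transport chain genes in each library of cells grown in YPEG. Points are libraries, bars the mean and SD of the 4 libraries of a strain.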

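The copper genes in YPEG had a median log2 fold change of -0.12 in H3L126M (camera adjusted p = 0.0593, fry adjusted p = 0.00752, 0.556 with the estimated correlation, 11 genes when adjusted over the list alone) and 0.027 in H3L126H (0.866, 12 genes). In H3L126M *CCC2* fell from a normalized count of 1926 ± 108 to 729.6 ± 107 (log2 fold change -1.4, SE 0.12, edgeR adjusted p = 1.87e-06) and *FRE1* from 6185 ± 989.7 to 2663 ± 446 (-1.22, SE 0.16, adjusted p = 8.06e-05). *CTR1* (-0.55) and *FRE7* (-0.63) were also lower. In H3L126H *PCA1*, on chromosome II, rose from 717 ± 89.8 to 1448 ± 194 (1.02, SE 0.12). The iron genes were lower in H3L126M, 23 of 29 (median -0.61, camera adjusted p = 6.58e-07), which fry also called and the estimated correlation did not. The zinc and manganese genes had medians of -0.20 and 0.09, and camera called neither (adjusted p = 0.366 and 0.584), while fry called the H3L126M list (adjusted p = 0.0281). The 2 testable targets of Cup2 had medians of 0.42 and 0.48 (adjusted p = 0.360 each).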

As shown in the volcano scatter plots of Figure 3*B*, there were little significant differences in global gene expression patterns of WT *versus H3*^*L126M*^ or *H3*^*L126H*^ cells (Figs. 3*B* and S5*A*), or in the expression of genes encoding the components of the mitochondrial electron transport chain (Fig. S5*B*).

**Figure 3:**
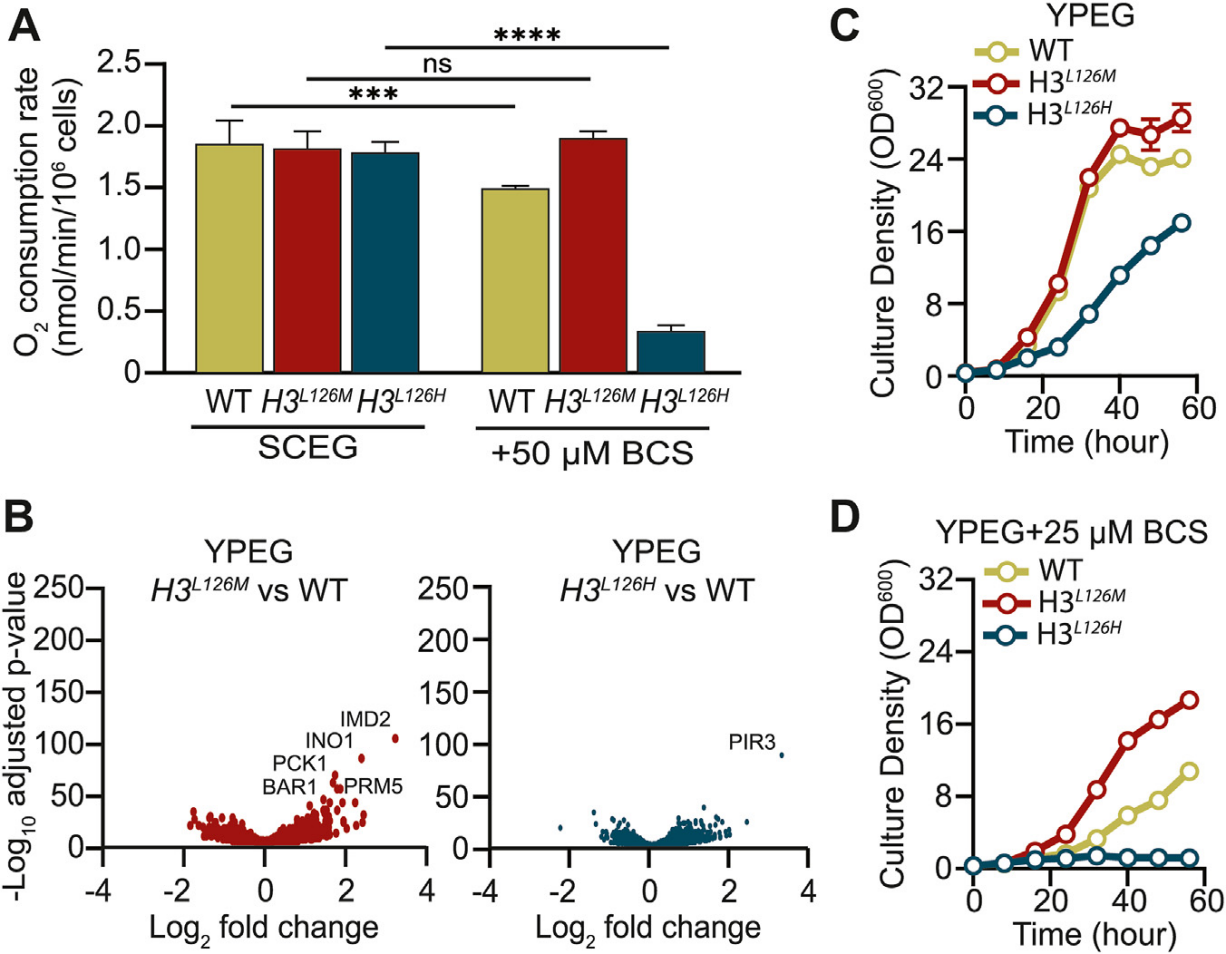
**Mutations of H3L126 modulate mitochondrial respiration and oxidative growth.***A*, oxygen consumption assays of exponentially growing WT, *H3*^*L126M*^, or *H3*^*L126H*^ cells in oxidative media in the absence or presence of the BCS Cu^1+^ chelator. Bars are means ± SD from 4 to 6 experiments. Statistically significant differences as determined by two tailed *t* test are indicated by asterisks: ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001. ns, not significant. *B*, volcano scatter plots of average log_2_ fold changes in expression of genes from *H3*^*L126M*^*versus* WT (*left*) or *H3*^*L126H*^*versus* WT (*right*) strains grown in oxidative media. Genes with an expression change significance above 50 -Log_10_ adjusted *p*-value are indicated. *C* and *D*, growth curves of WT, *H3*^*L126M*^, or *H3*^*L126H*^ cells in oxidative media without or with 25 μM the BCS Cu^1+^ chelator. *Lines* show means at each time point ± SD from four experiments (note that the SD bars on certain data points may be too small and obscured).

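The quasi-likelihood test of edgeR gave no gene above 50 in -log10 adjusted p in YPEG either, with largest values of 8.01 in H3L126M and 7.57 in H3L126H, while 2768 and 2810 genes had an unadjusted p below 0.05. Of the genes labeled in the plots, *IMD2* (YHR216W, chromosome VIII 554396-555967) had a log2 fold change of 3.43 in H3L126M (SE 0.16, adjusted p = 9.86e-09), *INO1* (YJL153C, chromosome X 134332-135933) 2.46 (SE 0.12), *PRM5* (YIL117C, chromosome IX 140613-141569) 1.93 (SE 0.12), *PCK1* (YKR097W, chromosome XI 631152-632801) 1.76 (SE 0.13) and *BAR1* (YIL015W, chromosome IX 322342-324105) 1.72 (SE 0.10). *IMD2* shares part of its sequence with copies (66.3% is unique). In H3L126H, *PIR3* (YKL163W, chromosome XI 144401-145378) had 3.53 (SE 0.18, adjusted p = 2.67e-08). In H3L126H *INO1* (0.08) and *BAR1* (-0.05) did not change. Between the mutants *IMD2* differed by 1.63 and *PRM5* by 1.32, less than their rises in H3L126M. *PIR3* differed by -2.18, less than its rise in H3L126H. These 3 genes thus also lay above WT in the other mutant. *PCK1*, which encodes the enzyme that opens gluconeogenesis, rose in H3L126M from 28778 ± 1808 to 97713 ± 6677 normalized counts (mean ± SD, n = 4) and fell in H3L126H by 0.59. Among genes without a label, the largest rises in H3L126M were those of *ERR3* (3.21, with 35.9% unique sequence) and *HUG1* (2.97), and the largest falls those of *LSO1* (-3.35), YER053C-A (-2.34) and *PHM6* (-2.10). In H3L126H they were those of *OSW1* (2.98), *MF(ALPHA)1* (2.84, on chromosome XVI, whose genes were higher as a whole), *PHO11* (-3.02), YOL155W-A (-1.58, with no unique sequence) and *CPD1* (-1.53). Directly compared, 2447 of 6022 genes differed between the mutants in YPEG (40.6%), 109 at least 2-fold higher in H3L126M and 156 lower. Fold changes against WT correlated with a Pearson r of 0.437, below the median of 0.637 that the shared WT libraries alone gave in simulated unchanged strains. With separate WT libraries r ranged from 0.157 to 0.394, against at most 0.0641 in simulations. Of 940 genes called in both mutants, 768 changed in the same direction and 172 in opposite ones, where simulations had at most 1 gene called in both. The simulations do not hold the split between the WT replicates, so r does not tell how much is shared. From these plots, its gene ontology heatmaps and the ETC average, the paper states that the strains differ little in oxidative media. That differences in gene expression do not cause the effects on copper-dependent activities is stated in the title of its Fig. S6, on Cox2 protein and total copper. Oxygen consumption and Cox2 protein were measured in SCEG with or without BCS, while the RNA is from YPEG.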

We also analyzed the expression of Cox2, subunit II of cytochrome *c* oxidase (Complex IV), by Western blotting using cells grown in the same conditions as those used for measuring O_2_ consumption (Fig. S6*A*). Our analysis revealed modest but statistically significant differences in Cox2 levels in cells grown in oxidative media, with L126M and L126H mutations resulting in increased and decreased levels, respectively, compared to WT (Fig. S6*A*). When cells were grown in oxidative media with limited copper, we again observed a modest but statistically significant decrease in Cox2 protein levels in WT and L126M strains, but not in the L126H strain, which initially exhibited the lowest levels. Notably, under this condition, all three strains exhibited comparable levels of Cox2 protein, indicating that the differences in oxygen consumption cannot be attributed to changes in Cox2 protein levels. Furthermore, the total intracellular levels of copper were comparable between all strains (Fig. S6*B*). These data suggest that, compared to WT cells, *H3*^*L126M*^ cells exhibit greater resistance to functional impairments under conditions of low copper availability likely due to an increased ratio of Cu^1+^/Cu^2+^ and enhanced intracellular copper utilization. In contrast, the *H3*^*L126H*^ cells, characterized by a decreased ratio of intracellular Cu^1+^/Cu^2+^, display the opposite phenotype.

To relate the defects in mitochondrial respiration to cellular phenotypes, we assessed the growth of the three strains in oxidative media. The *H3*^*L126M*^ cells grew similarly to WT cells while the *H3*^*L126H*^ cells grew much slower in the medium with baseline levels of copper (Fig. 3*C*). In the presence of BCS to limit copper in otherwise oxidative media, the growths of all strains were hindered but much less so for the *H3*^*L126M*^ cells compared to WT and *H3*^*L126H*^ cells, which were most severely affected (Fig. 3*D*). Altogether, these findings suggest that the *H3*^*L126M*^ cells, by virtue of their enhanced capacity to produce Cu^1+^, are able to effectively sustain mitochondrial respiration and support oxidative growth in low copper environments when compared to the WT cells. Conversely, the decreased ability of *H3*^*L126H*^ cells to produce Cu^1+^ renders them susceptible to copper scarcity, leading to a significantly impaired ability to sustain optimal mitochondrial function compared to the WT cells.

### The H3L126M mutation supports copper utilization by mitochondrial and cellular processes and pathways

We next sought to provide independent, complementary evidence that the H3L126M mutation supports copper utilization by the mitochondria. First, the *H3*^*L126M*^ cells were more resistant than WT cells to a sublethal amount of potassium cyanide (KCN), an inhibitor of CcO, while this difference was abrogated by supplementation of additional exogenous copper (Fig. 4*A*). Second, deletion of *CTR1* (*ctr1Δ*), the main copper importer in yeast, impedes growth in oxidative media, which is due to insufficient intracellular copper as increasing supplementation with exogenous copper rescues the growth defect (Fig. 4*B*). Consistent with previous results, the H3L126M mutation enhanced the growth of *ctr1Δ* cells further at lower levels of exogenous copper, compared to cells with WT histone H3 (Fig. 4*B*). Altogether, the increased intracellular Cu^1+^ levels, superior oxygen consumption, improved growth in oxidative media, and resistance to KCN when intracellular copper levels are low, confirm that the H3L126M mutation serves as a gain-of-function mutation that improves copper utilization by the mitochondria.

**Figure 4:**
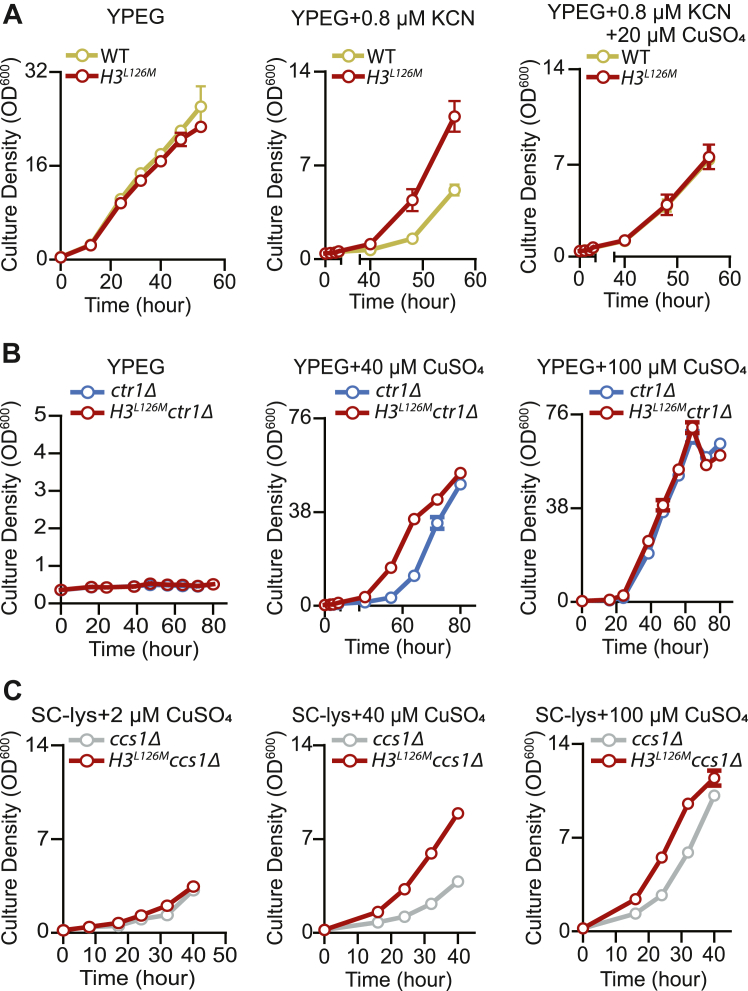
**The H3L126M mutation enhances copper utilization in *S. cerevisiae*.***A*, growth curves in oxidative media of the WT and *H3*^*L126M*^ strains without and with potassium cyanide (KCN) or with KCN and additional CuSO_4_ as indicated. *Lines* show means at each time point ± SD from three or four experiments. *B*, growth curves in oxidative media of the *ctr1Δ* and *ctr1ΔH3*^*L126M*^ strains without and with additional CuSO_4_ as indicated. Lines show means at each time point ± SD from four experiments. *C*, growth curves in SC lacking lysine of the *ccs1Δ* and *ccs1ΔH3*^*L126M*^ strains without and with additional CuSO_4_ as indicated. Note that yeast cells lacking Ccs1 or Sod1 function are auxotrophic for lysine. *Lines* show means at each time point ± SD from four experiments (note that the SD bars on certain data points may be too small and obscured).

Finally, we determined if the H3L126M mutation improves copper utilization by proteins other than mitochondrial Complex IV. An important copper-dependent protein is Sod1, which relies on Copper Chaperone for SOD1 (Ccs1) for the acquisition of its copper co-factor (23). In yeast, loss of function of Sod1 or Ccs1 causes lysine auxotrophy presumably due to damage to iron-sulfur cluster containing proteins involved in lysine biosynthesis (24, 25). Correspondingly, both *ccs1Δ* and *H3*^*L126M*^ *ccs1Δ* cells showed minimal growth in a lysine-deficient medium (Fig. 4*C*). However, supplementation of growth media with increasing amounts of copper led to improved growth of *H3*^*L126M*^ *ccs1Δ* cells with *ccs1Δ* cells lagging behind. These data indicate that the H3L126M mutation substantially facilitates copper-dependent recovery of Sod1 function to restore the growth of *ccs1Δ* cells in lysine-deficient conditions (Fig. 4*C*).

## Discussion

Histones were initially understood to solely be structural components of the eukaryotic genome with the primary function of packaging large amounts of DNA within the nucleus. Pioneering experiments in yeast during the 1980s and 90s revealed that histones also function in regulating gene expression, laying the foundation for the model that a system of “writers, readers and erasers” establish and implement the effects of post-translational modifications (26). The ability of histones to modify chromatin structure and serve as platforms for recruiting protein complexes has been the predominant framework for interpreting the phenotypes associated with changes in histone function over the past 3 decades. This epigenetic framework also encompasses mutations in histones, including histone H3, which are increasingly being recognized for their involvement in human diseases such as developmental disorders and cancer (2, 3, 4, 5, 6). It is generally thought that the common route for these mutations in histones leading to abnormal gene expression is by affecting epigenetic regulatory patterns at specific genes in specific cells, ultimately resulting in disease (2, 3, 4, 5, 6).

However, the epigenetic framework may not fully explain the evolution of a histone-based DNA binding system in archaea, the contribution of histones to eukaryogenesis or certain features of modern eukaryotic nucleosomes. The discovery of the role of histone H3 in copper metabolism now provides an additional metabolic context to understand chromatin structure and function. For example, studying the function of H3L126 within the epigenetic framework would involve linking it to potential effects on chromatin structure or histone modifications that impact gene expression. This line of reasoning would also apply to understanding the mutations of H3L126 to methionine, isoleucine, valine, and phenylalanine reported in The Cancer Genome Atlas (TCGA) or other histone mutations (27).

We propose that the enzymatic activity of histone H3 as a copper reductase enzyme suggests that certain aspects of the protein and the larger histone-DNA complex were previously overlooked. The enzymatic activity of histone H3, therefore, provides an additional framework to identify and understand these features and their alterations in human disease.

In this report, we present evidence for one such feature that became apparent in light of histone H3's copper reductase activity. A seemingly unremarkable residue, H3L126 occupies the axial position for copper binding by histone H3. Studies of the axial ligands in other copper proteins have revealed that the nature of the residue, and specifically its hydrophobicity, affects the reduction potential of copper (16). The redox potential of metal ions in proteins is crucial and must be compatible with the protein's function to ensure proper electron transfer in the intended direction and to the correct destination. In the case of histone H3 and the nucleosome, electrons must transfer from an electron donor co-factor to the protein and travel to the Cu^2+^ ions at the active site, rather than other regions of the protein. Therefore, the reduction potential of the bound Cu^2+^ must be more positive than the electron-donating co-factor and other regions within the protein-DNA complex. Additionally, the reduction potential of the binding pocket could affect the histone H3's affinity to capture and bind Cu^2+^ from other chaperones. Since even subtle variations in the coordination environment can influence this, the reduction potential of protein-bound metals must be finely tuned to achieve the correct functional output (28).

Our findings suggest that H3L126 plays an important role in regulating the enzymatic activity of the nucleosome. Whether H3L126 serves a comparable function as a *bona fide* axial ligand in histone H3 will require direct measurement of the reduction potential of Cu^2+^ ions bound at the active site. However, based on its location and the data presented here, H3L126 can be nominated as a potential axial ligand that establishes the desired reduction potential of histone H3-bound Cu^2+^ ions, akin to other copper-binding proteins. The precise factors and biological reasons behind the choice of leucine as the potential axial ligand in histone H3 and the preferred reduction potential remain to be determined. Nevertheless, our data provide a rationale for the reported cancer-associated mutations in H3L126, all of which consist of relatively hydrophobic residues. These mutations could subtly alter the reduction potential of Cu^2+^ ions to meet the cancer cell need for Cu^1+^ ions, adapt to the broader redox landscape of the cell, or respond to the multitude of other factors that may necessitate re-adjusting the copper reductase activity of nucleosomes. Whatever the case may be, our findings demonstrate how the enzymatic activity of the nucleosome can reveal new features and potentially explain certain alterations of histones in human illness.

## Experimental procedures

### Strain generation and growth conditions

All *S.* cerevisiae strains used in this study are based on OCY1131, which was generated from BY4741 (S288C background, MATa) (7). Strains are listed in Table S1. The CRISPR-Cas9 system, optimized for *Schizosaccharomyces cerevisiae,* was used to generate the H3L126M and H3L126H mutations in both chromosomal loci (HHT1 and HHT2) and to delete *CTR1* (29). The guide RNA sequence to target *HHT1* L126 was *AAGTTGGCTAGAAGATTAAG*GTTTTAGAGCTAGAAATAGCAAGT, to target *HHT2* L126 was *AAATTGGCCAGAAGACTAAG*GTTTTAGAGCTAGAAATAGCAAGT and to target *CTR1* was *TATGGGTAGCAGCATGAATA*GTTTTAGAGCTAGAAATAGCAAGT (gene-specific sequences are in italic and underlined). 

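The guide sequences locate the edited codon. In the R64 reference, residue 126 of H3 (codon 127 with the start codon counted) is TTG in both genes, at chromosome II 256709-256711 in *HHT1* and chromosome XIV 575670-575672 in *HHT2*, which is read from the reverse strand. The *HHT1* guide matches chromosome II 256706-256725 and the *HHT2* guide chromosome XIV 575656-575675, so that each guide covers the codon. Both are followed by the motif AGG that Cas9 requires. The *CTR1* guide lies at chromosome XVI 786222-786241, near the start of the coding sequence. In YPD, *HHT1* had a normalized count of 7876.5 ± 34.0 in WT, 6159 ± 479 in H3L126M and 16179 ± 309 in H3L126H (mean ± SD, n = 4). *HHT2* had 16050.3 ± 2280.4, 13082 ± 511 and 19758 ± 364. Both H3 genes were thus transcribed in each strain, at a lower level in H3L126M (log2 fold changes -0.35 and -0.30, edgeR adjusted p = 9.86e-04 and 0.0331). In H3L126H the summed count of both genes rose by 0.59 in YPD. *HHT1*, *HHF1*, *HTA2* and *HTB2* lie on chromosome II, whose genes were higher as a whole in that strain. Of the other histone genes in YPD, *HHF2*, *HTA2* and *HTB2* were lower in H3L126M (-0.36, -0.60 and -0.56) and higher in H3L126H (0.44, 0.68 and 0.58). *HTB1* was lower in both (-0.60 and -0.39), *HTA1* (-0.41) and *HTZ1* (-0.35) were lower in H3L126M and near 0 in H3L126H, *HHO1*, on chromosome XVI, was higher in H3L126H (0.50) and *CSE4* had -0.015 and 0.12. In YPEG, *HHT1* (1.08), *HTA2* (1.07), *HHF1* (1.01) and *HTB2* (0.62) were higher in H3L126H. The copies of the H3 gene differ at few bases (87.8% unique sequence in each).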

*CCS1* was deleted by standard yeast gene replacement and targeted insertion methodology using selectable marker integration (30, 31). All strains are routinely maintained on YPD (1% yeast extract, 2% peptone, and 2% D-glucose) plates. In addition, strains with *CTR1* deleted were maintained on YPD plates supplemented with 20 μM CuSO_4_ before experiments to prevent accumulation of defects in *ctr1Δ*, therefore improving the reproducibility of experiments. Fermentative media were SC (SC medium with 2% glucose, all amino acids, and uracil and adenine), SC lacking lysine (SC-lys), or SC lacking uracil (SC-ura). Non-fermentative media were either YPEG (1% Yeast Extract, 2% Peptone, 2% ethanol, 2% glycerol) or SCEG (SC except with 2% ethanol and 2% glycerol as carbon source). All strains were grown at 30 °C in all experiments. To prevent contamination with trace metals all glassware was treated with 3.7% hydrochloric acid for at least 12 h followed by at least 12 h of 10% nitric acid.

### Purification of recombinant lyticase

A plasmid for the expression of recombinant lyticase was kindly provided by Craig Peterson (pCP330). Expression and purification of recombinant lyticase was performed as described in (14).

### Nucleosome purification

All necessary glassware was treated with 3.7% hydrochloric acid for 24 h followed by 16 h of 10% nitric acid to remove trace metal contamination. All solutions, buffers, and washes were prepared using Milli-Q (Millipore Sigma) ultra-pure water. Solutions were prepared using BioUltra grade (Sigma) reagents when available. The remaining trace metals were removed with Chelex 100 (Sigma). *S. cerevisiae* cells were grown to OD_600_∼1.5, washed once with water, and resuspended in 5 ml/g cells preincubation solution (60 mM β–mercaptoethanol, 100 mM Tris-HCl pH 8) and incubated for 15 min at room temperature under constant agitation. Cells were resuspended in 5 ml/g cells lyticase buffer (10 mM β–mercaptoethanol, 0.7 M Sorbitol, 0.75% Yeast Extract, 1.5% Bacto Peptone, 10 mM Tris-HCl pH7.5) and the cell wall was digested recombinant lyticase at 30 °C for 30 min followed by one wash with 1 M Sorbitol. Spheroplasts were resuspended in 5 ml/g cells Ficoll Solution (18% Ficoll, 20 mM KH_2_PO_4_ pH 7.5, 1 mM MgCl2, 0.5 mM EDTA, 1x Protease inhibitors cocktail (Roche)) for cell lysis. Crude nuclei were recovered by centrifugation at 30,000 rcf for 30 min and resuspended in 4 ml/g of cells in a Digestion Buffer (1 M Sorbitol, 10 mM Tris-HCl pH7.5, 50 mM NaCl, 1 mM CaCl_2_, 5 mM MgCl_2_, 1 mM β–mercaptoethanol and 1x Protease inhibitors cocktail). Crude nuclei were reacted with 8 U/g cells MNase (Sigma) at 37 °C for 30 min. The reaction was quenched by the addition of one-fourth volume of 5x Quenching Buffer (40 mM Tris-HCl pH 7.5, 2.45 M NaCl, 62.5 mM EDTA) and incubated on ice for 15 min to release chromatin fragments into solution. Chromatin was then cleared by centrifugation at 30,000 rcf for 30 min. The supernatant containing chromatin fragments was then treated with 15 μg/g cells DNase-free RNase (Roche) at 37 °C for 90 min and again clarified by centrifugation at 30,000 rcf for 30 min. The cleared chromatin extract was then loaded recursively onto a Q HP HiTrap (Cytiva) at 4 °C for 16 h. The loaded Q HP HiTrap was then washed with 20 column volumes of Buffer A (5 mM Tris-HCl pH 7.5, 300 mM NaCl) and nucleosomes were eluted using a 12-column volume salt gradient to reach 100% of Buffer B (5 mM Tris-HCl pH 7.5, 750 mM NaCl). 1 ml fractions containing eluted proteins were analyzed by polyacrylamide gel electrophoresis (PAGE). Gels were stained with SimplyBlue Safe Stain (Invitrogen) and scanned using Odyssey DLx imager (Licor). Nucleosomal fractions were pooled and concentrated using an Amicon Ultra 15 with a molecular weight cut off of 50K (Millipore). Salt concentration was then reduced twice by stepwise addition of 20 volumes of 5 mM Tris-HCl pH7.5, 50 mM NaCl followed by further concentration. The resulting final flow-through was used as “buffer” control in subsequent experiments.

### Copper reduction assay

0.5 μM of nucleosomes or an equivalent volume of control buffer were incubated with 25 or 50 μM TMPD, as indicated. Reactions were started by adding substrate in the form of a CuSO_4_-ADA pH7.5 (Sigma) 1:1 or CuSO_4_-Tricine pH7 (Sigma) 1:8 mix, as indicated, at a final reaction concentration of 0.2 mM. The appearance of Cu^1+^ was then measured at 611 nm every 0.5 s using a Hewlett-Packard HP8453 diode-array UV/Visible spectrophotometer and absorbance was converted to μM Cu^1+^ using an extinction coefficient of 12,200 M^−1^ cm^−1^.

### Cup2 reporter assay and flow cytometry analysis

The Cup2 reporter plasmid was introduced into yeast strains by a standard transformation procedure as described previously (7). Briefly, single colonies of cells bearing the Cup2 reporter plasmid were grown in liquid SC-ura media to exponential phase and OD_600_ ∼0.5 to 1. The green fluorescence signal was determined by flow cytometry using a BD LSRFortessaX-20 instrument. Background signal was determined using cells without GFP expression and gated out. Replicate experiments were from different clones from the same transformation. A minimum of 30,000 events were analyzed for each clone and the average geometric mean and covariance of six independent transformants are reported.

### Inductively-coupled plasma mass spectrometry (ICP-MS)

Cells from logarithmically growing cells were collected and washed twice in 1 mM EDTA for removal of extracellular metals and once in water. Cell pellets were frozen and stored at −20 ^o^C until further processed for ICP-MS/MS. Cell pellets were overlaid with 70% nitric acid and digested at room temperature for 24 h, followed by incubation at 65 °C for at least 2 h, before being diluted to a final nitric acid concentration of 2% (v/v). Inductively coupled mass spectrometry was performed on the Agilent 8900 ICP-MS/MS. ^63^Cu were used to determine total cellular copper levels using He as a cell gas, ^89^Y as an internal standard (Inorganic Ventures MSY-100PPM), and calibrated with an environmental calibration standard (Agilent 5183-4688). All measurements were within the calibrated linear ranges. The average of four technical replicate measurements was used from five independent biological samples where the technical variation never exceeded 5% for any individual sample. ICP-MS/MS data were then analyzed using the Agilent ICP-MS MassHunter software (v4.4).

### Oxygen consumption assay

Cells were grown in SC overnight, washed twice with 5 mM EDTA to remove excess metals possibly adhered to the cell wall, rinsed once in water, and diluted in SCEG, with or without 50 μM BCS, and grown at 30 °C for four to 12 h, respectively (note that BCS slows cell growth). Oxygen consumption rates of whole cells were measured using the Fiber Optic Oxygen Monitor, Model 110 (Instech Laboratories Inc). Before assessing oxygen consumption, cells were diluted to OD_600_ of three in oxidative media. For measurements, an OD_600_ of one was used for cells without BCS, and an OD_600_ of 1.5 for those with BCS—the elevated OD with BCS ensured linearity in the data. Consumption was recorded for 5 min and the rate was determined from a one-minute linear consumption period.

### Western blotting for Cox2p

Cells were grown as described for “Oxygen consumption assay”. 2 × 10^8^ cells were resuspended in 0.8 ml of 200 mM NaOH and incubated at room temperature for 5 min. Cells were collected by centrifugation and the pellet was resuspended in 0.15 ml loading buffer and boiled for 5 min 10 μl of each sample was used for polyacrylamide gel electrophoresis (PAGE), followed by western blotting onto Immobilon PVDF membrane (0.2 μm) (Millipore). The resulting membranes were probed with antibodies specific for either yeast Cox2p (anti-MTCO2; Abcam ab110271) at a dilution of 1:500 or for yeast Act1p (anti-β-Actin; Abcam ab170325) at a dilution of 1:5000. Secondary antibodies were IRDye800CW and IRDye680RD (Licor). Proteins were visualized using Odyssey DLx imager (Licor) and signal intensity was analyzed using the provided software (Empiria Studio–Licor).

### RNA-seq and differential gene expression analysis

Cells grown in fermentative (YPD) or oxidative media (YPEG) were collected by centrifugation and frozen at −20 °C until processed for RNA extraction and RNA-seq. RNA was extracted using previously published methods (32). RNA extracted for subsequent RNA-seq analysis is from four replicate experiments. 

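Replicates of WT fell into pairs in both media. A measure of the distance between libraries, the chi-square per degree of freedom over all genes, was 3.90 between WT replicates 1 and 2 and 9.73 between replicates 3 and 4 in YPD, against 49.6 to 81.2 across the pairs. In YPEG it was 10.7 and 21.0 within the pairs and 50.2 to 72.3 across. The first principal component of the WT libraries in YPD held 71.1% of their variance. No dates or batches are given. No comparison had all 4 pairs of libraries correlated above 0.1, the limit for a link by replicate number, so replicates were treated as independent. The limit misses opposite deviations, and H3L126M against WT in YPD had r of -0.3705 to -0.1103. H3L126H against WT in YPEG had 3 of 4 pairs above 0.1. The first principal component of each strain in YPD also set replicates 1 and 2 against 3 and 4. A link between replicates of different strains is therefore not excluded. The median SD of a gene in log2 units was 0.18 in WT, 0.13 in H3L126M and 0.10 in H3L126H in YPD, and 0.19, 0.16 and 0.12 in YPEG. Some of the largest falls in YPD follow the pairs. *BTN2* (log2 fold change -3.34 in H3L126H) had 6831 and 5915 normalized counts in WT replicates 1 and 2 and 1676 and 1057 in replicates 3 and 4, *GSY1* (-3.12) went the same way, and so did *STR3* in H3L126M (-2.46). H3L126M in YPEG was also divided, with 62.3 and 72.5 between replicate 2 and replicates 3 and 4 and 7.56 between replicates 3 and 4.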

Contaminating DNA was digested using Turbo DNase (Thermo Fisher Scientific). Sequencing libraries were prepared and sequenced by the UCLA Technology Center for Genomics & Bioinformatics (TCGB). High-throughput sequencing was performed on Illumina’s NovaSeq system. 

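The deposited counts hold the reads assigned to ORFs, with a median of 11340572 over the 24 libraries. Totals before the assignment were not available.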

The total read count per library ranged from ∼8 to 15 million. Demultiplexed reads, in FASTQ file format, were aligned in a strand-specific manner to the R64-1-1 S288C reference genome assembly (sacCer3) using HISAT2 (33). Assigning and counting reads for 6692 annotated open reading frames were performed using featureCounts (34). 

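All 6692 ORFs are in the deposited counts. No library had a count for 191 of them. By their systematic names 6008 could be placed in the reference annotation and 684 could not, and 1595 had no standard name.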

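DESeq2 with its Wald test, on the 12 libraries of a medium, called 1041 genes in H3L126M and 2790 in H3L126H against WT in YPD, 2386 and 2367 in YPEG, at an adjusted p below 0.05. Genes above 50 in -log10 adjusted p numbered 12, 10, 5 and 1 in the same order. On simulated counts with 200 genes changed 2-fold, drawn from genes with a mean of at least 100 counts, both edgeR and DESeq2 recovered all 200 in each medium. Of their calls 3.85% and 4.76% were false with edgeR, and 9.91% and 9.50% with DESeq2, in YPD and YPEG. Neither called a gene in a simulated strain without changes. The simulated genes had the spread typical of their expression level, without the split between WT replicates. Smaller changes and genes with low counts were not tried, so these shares may not hold for the real libraries.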

Determination of adjusted *p* values for differential gene expression comparisons was done using DESeq2 (35). For iPAGE analysis in Fig. S5*A*, normalized reads for each strain were used as input, and a *p*-value cutoff of 0.005 was used for analysis (https://tavazoielab.c2b2.columbia.edu/iPAGE/) (36).

## Data availability

Gene expression datasets are available on the NCBI GEO database (GSE243833).

## Supporting information

This article contains supporting information (37).

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: The role of histone H3 leucine 126 in fine-tuning the copper reductase activity of nucleosomes
**Source:** J Biol Chem. 2024 Apr 22;300(6):107314. doi: 10.1016/j.jbc.2024.107314
**Supplement:** Supporting Information

## Supporting Information

### **The role of histone H3 leucine 126 in fine-tuning the copper reductase activity of nucleosomes**

Nataliya P. Tod<sup>1,#</sup>, Maria Vogelauer<sup>1</sup>, Chen Cheng<sup>1</sup>, Ansar Karimian<sup>1</sup>, Stefan Schmollinger<sup>2,##</sup>,  
Dimitrios Camacho<sup>2</sup>, and Siavash K. Kurdistani<sup>1, 3,4,\*</sup>

### **Supporting Information:**

Table S1  
Figure S1  
Figure S2  
Figure S3  
Figure S4  
Figure S5  
Figure S6

**Table S1. Yeast strains used in this study.**

| Strain Name    | Abbreviated Name               | Genotype                                                                                           | Reference                |
|----------------|--------------------------------|----------------------------------------------------------------------------------------------------|--------------------------|
| <b>OCY1131</b> | WT                             | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 (hht2Δ::ura3)Δ::HHT2</i>                                      | Attar <i>et al.</i> 2020 |
| <b>NTY062</b>  | <i>H3<sup>L126M</sup></i>      | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 (hht2Δ::ura3)Δ::HHT2 hht2-L126M hht1-L126M</i>                | This study               |
| <b>NTY041</b>  | <i>H3<sup>L126H</sup></i>      | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 (hht2Δ::ura3)Δ::HHT2 hht1-L126H hht2-L126H</i>                | This study               |
| <b>OCY2621</b> | <i>ctr1Δ</i>                   | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 (hht2Δ::ura3)Δ::HHT2, ctr1Δ</i>                               | Attar <i>et al.</i> 2020 |
| <b>NTY108</b>  | <i>H3<sup>L126M</sup>ctr1Δ</i> | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 (hht2Δ::ura3)Δ::HHT2 hht2-L126M hht1-L126M, ctr1Δ</i>         | This study               |
| <b>NTY079</b>  | <i>ccs1Δ</i>                   | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 (hht2Δ::ura3)Δ::HHT2, ccs1Δ::HphMX4</i>                       | This study               |
| <b>NTY081</b>  | <i>H3<sup>L126M</sup>ccs1Δ</i> | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 (hht2Δ::ura3)Δ::HHT2 hht2-L126M hht1-L126M, ccs1Δ::HphMX4</i> | This study               |

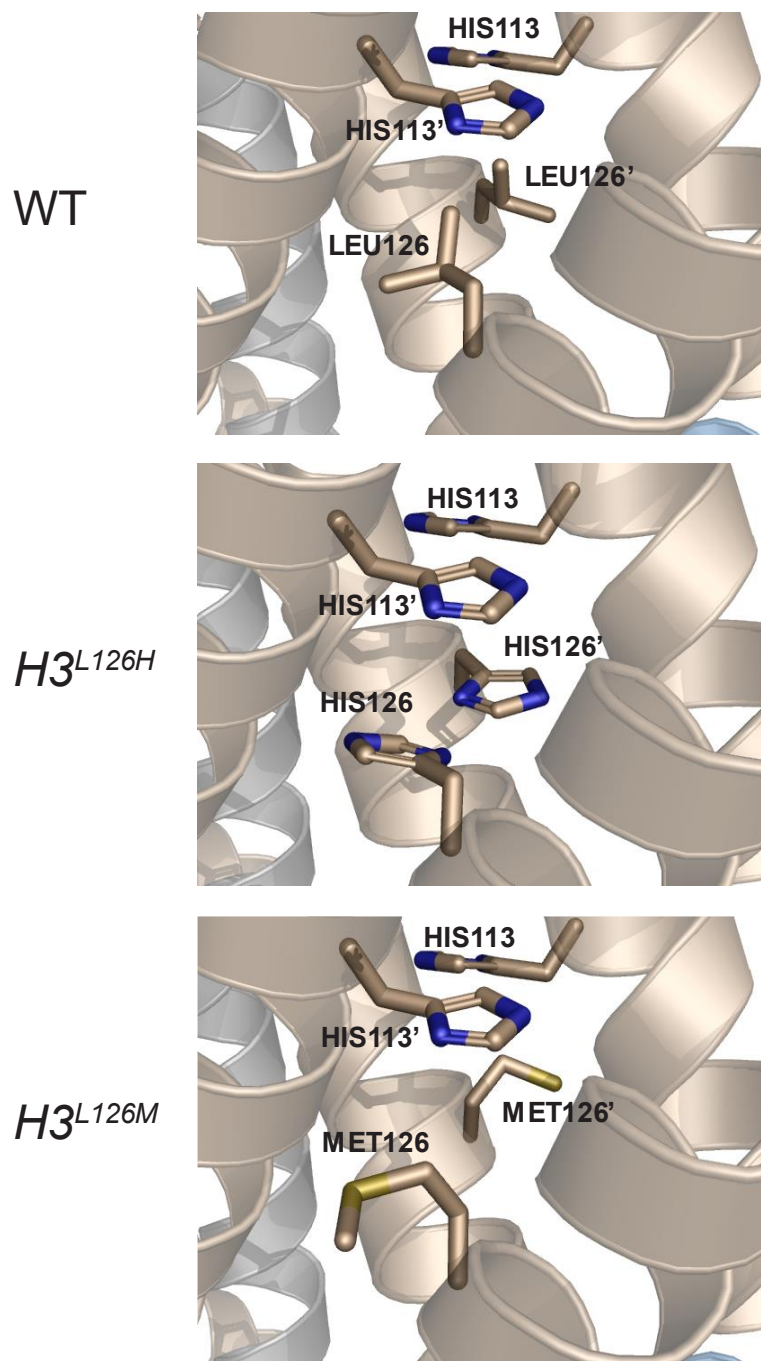

**Supplement Figure S1. Mutation of H3L126 to methionine or histidine likely causes minimal steric clashes.** The amino acid residues H3H113 and H3L126 at the putative active site in the H3-H3' interface from the yeast nucleosome crystal structure (PDB file 1ID3) or the mutated amino acids, H126 or M126, are shown. Mutations were modeled using the Pymol imaging software. Using Molprobit (37), the steric clashes for M126 ranged from 0.46 to 0.54Å and for H126 from 0.43 to 0.57Å. The range for all residues was 0.4 to 1.12Å. Rotamers with least steric hindrance were chosen for representation.

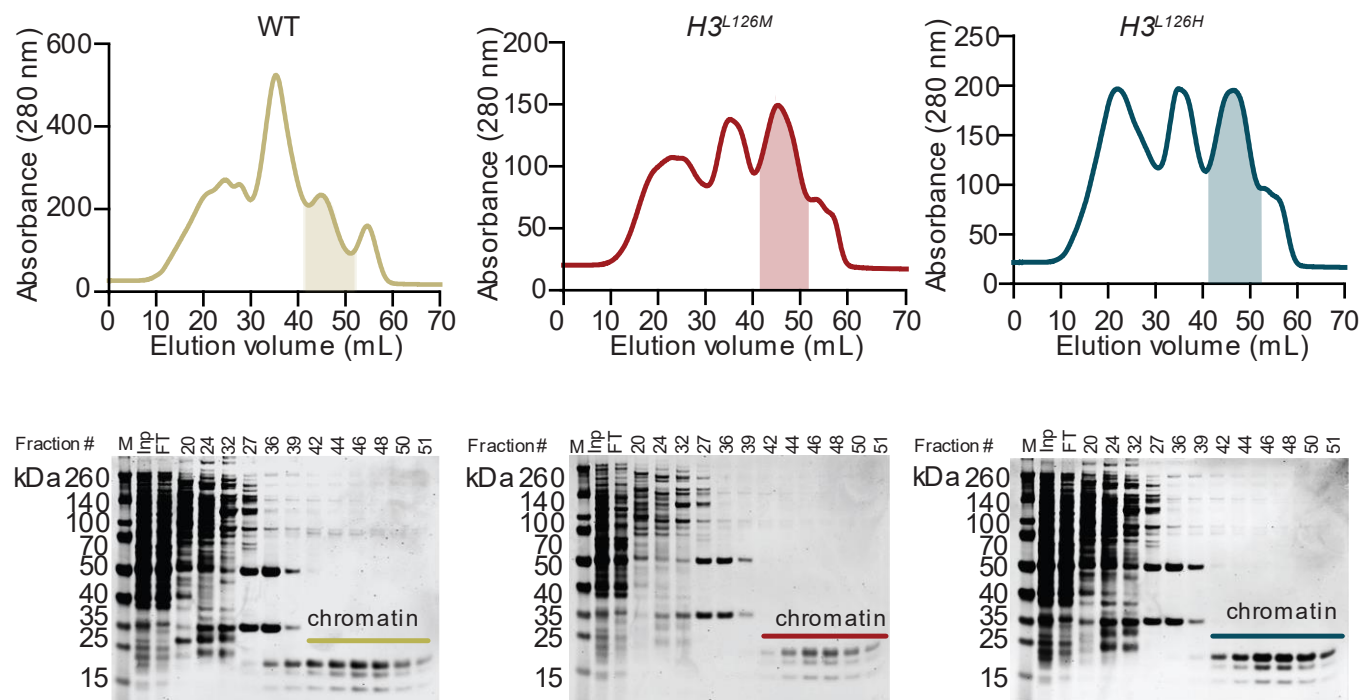

**Supplement Figure S2. The overall distribution of nucleosomal fragments were comparable between WT and H3L126 mutant strains.** *Upper row:* representative chromatograms display the elution profiles from the respective strains. The shaded regions highlight the fractions encompassing nucleosomes. *Lower row:* Coomassie-stained polyacrylamide gel electrophoresis analysis of the representative eluted fractions. For subsequent analysis, the fractions containing nucleosomes and indicated as “chromatin” were pooled together.

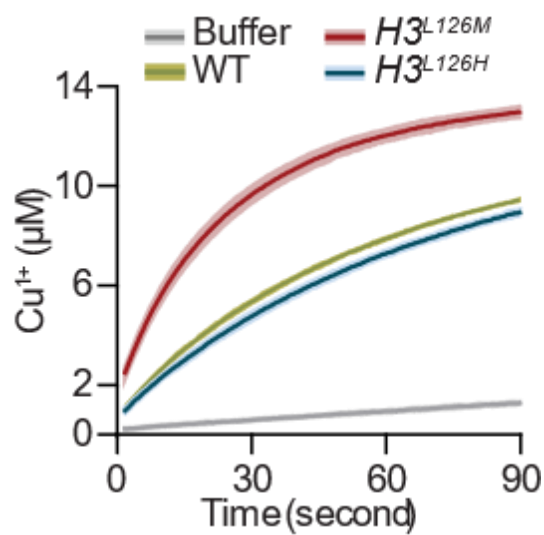

**Supplement Figure S3. Mutations in L126 affect the nucleosome copper reductase activity.**

Progress curves of  $\text{Cu}^{2+}$  reduction by nucleosomes isolated from WT,  $H3^{\text{L126H}}$  or  $H3^{\text{L126M}}$  strains or buffer using  $\text{CuSO}_4$ -Tricine pH 7 at a ratio of 1:8 as substrate. Lines and shading represent the mean  $\pm$  standard deviation (SD) of three assays.

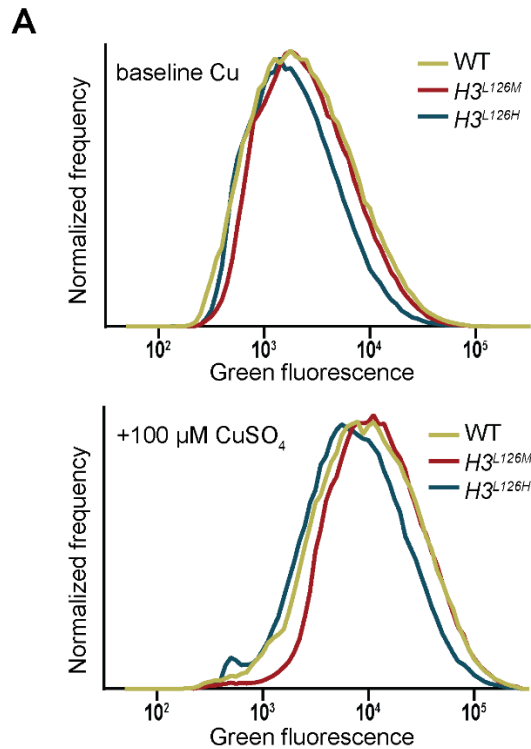

**B**

GO molecular function among differentially expressed genes

Upregulated in  $H3^{L126M}$  vs WT:

No enriched GO term

Downregulated in  $H3^{L126M}$  vs WT:

GO:0003993 - acid phosphatase activity  $p=0.00245$

Upregulated in  $H3^{L126H}$  vs WT:

No enriched GO term

Downregulated in  $H3^{L126H}$  vs WT:

GO:0042578 - phosphoric ester hydrolase activity  $p=0.0204$

**Supplement Figure S4. H3L126 mutations regulate  $\text{Cu}^{1+}$ -dependent transcriptional activity of Cup2.** (A) Average flow cytometry distributions of cells containing the  $p^{(\text{CUP1})}$ -GFP plasmid grown in oxidative media lacking uracil (SCEG-ura), both in the absence (upper panels) and presence of an additional 100  $\mu\text{M}$   $\text{CuSO}_4$  (lower panel), from eight experiments. Baseline copper concentration in SCEG-ura is  $\sim 0.16 \mu\text{M}$ . Note that *CUP1* is a target gene of Cup2, which functions by binding  $\text{Cu}^{1+}$  and activating the expression of its target genes. (B) Gene ontology (GO) enrichment analysis in molecular function category of the indicated group of genes. The data are from cells grown in fermentative media.

## Gene ontology in YPEG

**A**

WT

$H3^{L126M}$

$H3^{L126H}$

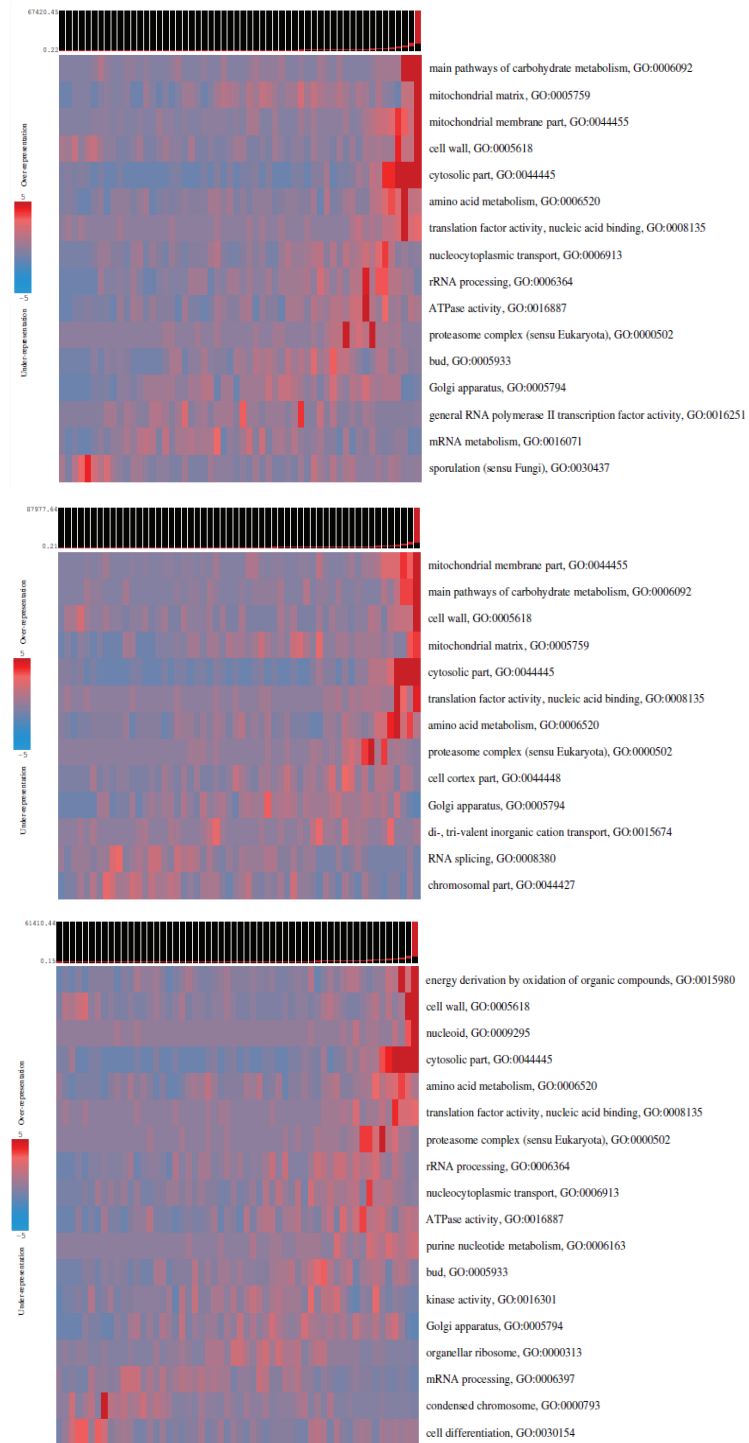

**B**

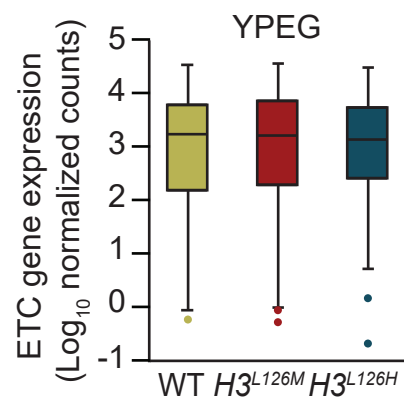

**Supplement Figure S5. H3L126 mutations do not result in major gene expression patterns in oxidative media compared to WT.** (A) Heatmaps show enriched gene ontology groups in expression profiles of WT, *H3<sup>L126M</sup>* or *H3<sup>L126H</sup>* strains grown in oxidative media. The significance of enrichment is color coded according to the scale shown to the left (red – relative enrichment, blue – relative depletion) (B) Average mRNA expression of genes involved in mitochondrial electron transport chain (ETC) are depicted for the indicated strains from cells grown in oxidative media.

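Of 32 ETC genes in the list used here, 29 could be tested in YPEG. *COB*, *COX2* and *COX3*, which are encoded in the mitochondrial genome, had too few counts. The mean difference from WT of the log10 median was 0.10 in H3L126M and -0.05 in H3L126H. The largest changes in H3L126M were those of *COX26* (log2 fold change 1.16, SE 0.28, edgeR adjusted p = 0.00559), *NDE2* (0.78, SE 0.17), *COX6* (0.62), *COX1* (0.62), *SDH2* (0.59), *COX5B* (0.58) and *CYT1* (0.54, SE 0.10). *COX1* is also a mitochondrial gene. *QCR6* (0.0066), *NDE1* (0.05) and *COX5A* (0.08) changed least, and *CYC7* (-0.14, adjusted p = 0.783) was the only gene with a negative value. In YPD the list had medians of 0.06 and -0.04, and neither was called (camera adjusted p = 0.301 and 0.752).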

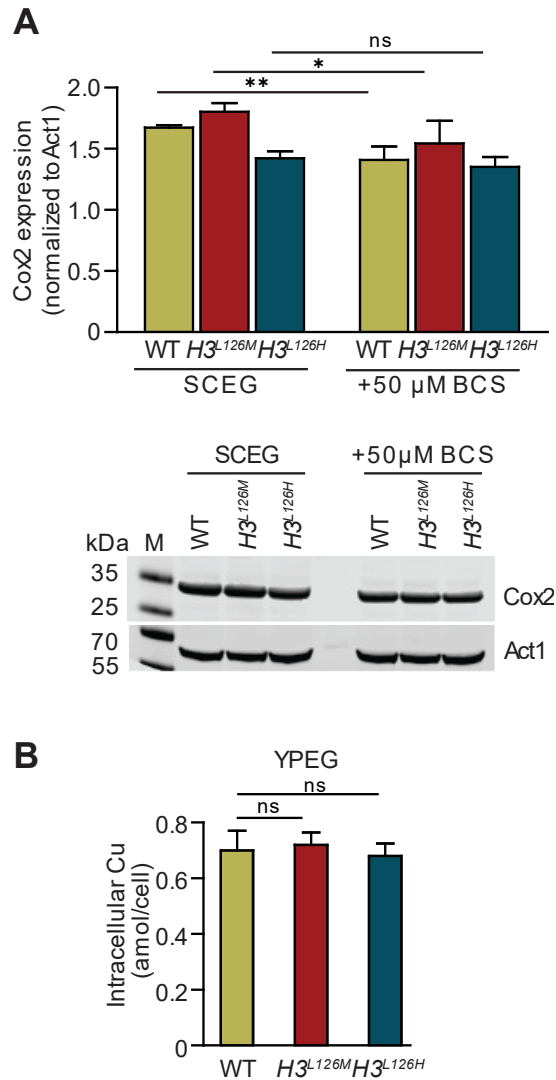

**Supplement Figure S6. Functional impact of H3L126 mutation on copper-dependent activities is not due to gene expression differences or total intracellular levels of copper.** (A) Cox2 protein expression in WT,  $H3^{L126M}$  and  $H3^{L126H}$  strains in oxidative media (SCEG) or oxidative media with low copper levels (SCEG + 50  $\mu$ M BCS). Upper bar graph reports the average Cox2 expression normalized to Act1 expression as analyzed by Western blotting. Bar graphs are means  $\pm$  SD from three experiments. Lower panel displays a representative Western blot. Statistically significant differences as determined by one-tailed t-test are indicated by asterisks: \* $p$ <0.05, \*\* $p$ <0.01, \*\*\* $p$ <0.001. ns, not significant. (B) Intracellular copper content of exponentially growing strains in oxidative media as determined by ICP-MS. Bars are means  $\pm$  SD from five experiments.

How the deposited data were processed for this re-analysis (not part of the article)

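The data are mRNA-seq counts from 24 libraries of budding yeast, 4 for each of 3 strains (WT, H3L126M and H3L126H) in each of 2 media (YPD and YPEG). The authors deposited the counts per ORF as integers, and these raw counts were the input of every fit. The authors also deposited a signal per ORF, the normalized counts, made by dividing the counts of each library by a size factor from DESeq2. This signal served as an alternative for the ETC average only. All 48 columns of the deposited counts matched a library of the design. Reads were not available, so alignment and counting are those of the authors.

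The libraries of each medium were fitted together, 12 at a time, with the quasi-likelihood test of edgeR (version 4.0.16) after TMM scaling. Genes were kept with the edgeR filter at a minimum count of 10. A second fit of all 24 libraries gave the interaction of medium and strain and the comparison of the media in WT. P values were adjusted with the Benjamini-Hochberg method within each comparison, and a gene was called at an adjusted p below 0.05. "At least 2-fold" adds a log2 fold change of at least 1 in either direction. Replicate numbers were not used as a block. DESeq2 (version 1.42.0) with the Wald test was the main alternative, because the paper used DESeq2. Other alternatives were DESeq2 size factors in edgeR, no filter, a mean of at least 100 counts, only the libraries compared, all 24 libraries, an adjusted p below 0.01 and leaving out each library in turn.

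Lists of genes were tested with camera (limma version 3.58.1) on log2 CPM, with a correlation of 0.01 between genes and adjustment over the 26 tests of a medium, 13 lists in each of 2 mutants. Fry and camera with an estimated correlation were run beside it. The lists were copper (27 genes), iron (29), zinc and manganese (11), targets of Cup2 (4), targets of Mac1 (4), electron transport chain (32), ATP synthase (17), acid phosphatase (5), PHO regulon (17), sulfur amino acids (13), subtelomeric genes (379, starting within 30 kb of a chromosome end), ribosomal proteins (132) and Ty genes (89). The lists, the main test, its alternatives and the thresholds were fixed before the data were examined, apart from the removal of chromosome medians and from leaving out libraries for the interactions, which were added later.

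Expression of the ETC was taken per library as the median over the genes of the list that passed the filter of the log10 normalized count, with 1 added, where normalized counts are counts scaled with TMM to a common library size. Strains were compared on these medians with an exact permutation test over the 35 ways to divide 8 libraries into 4 and 4. Normalized counts of single genes are also on the TMM scale and are given as mean and SD over 4 libraries.

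Genes are named in the text by 1 rule: every gene labeled in the volcano plots of the paper, all histone genes, the acid phosphatase list, copper genes called with at least a 2-fold change, and for each mutant and medium the 3 genes with the largest rise and the 3 with the largest fall among called genes of at least 2-fold whose 4 mutant libraries all lie on the same side of the 4 WT libraries. Other genes appear as members of a list under discussion. A fold change against a group with at most 3 counts in every library was not given. The unique share of a gene is the percentage of its 50-bp windows that occur once in the reference genome.

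Software was R 4.3.3 and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The procedure was tested on simulated counts with known changes, and a simulated extra copy of chromosome II in part of the cells, at a factor of 1.5 (log2 0.59), came back as a median of 0.55.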

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

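The tests in this part were chosen after the result was seen, except the counts over other splits of the libraries and the limit of 0.5 for chromosomes, and the limits of the other tests were also set then.

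How many genes would be called if the strain labels were exchanged was counted over splits of the 8 libraries of each comparison. The true labels gave the most calls in each of the 7 comparisons within a medium or between media, 1 of 35 splits every time. The next highest split gave 695 genes for H3L126M against WT in YPD, 476 for H3L126M in YPEG and 786 for YPEG against YPD in WT. The first of these exchanged 2 libraries of each strain, and WT replicates 1 and 2 differ from 3 and 4. Part of such calls may therefore come from the split within WT (without WT replicate 4 the count rises to 1121).

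Chromosomes II, III, V and XVI held genes that were higher in H3L126H. Their median log2 fold changes in YPD and YPEG were 0.4261 and 0.4064 (II), 0.2108 and 0.2713 (III), 0.2147 and 0.2011 (V), and 0.416 and 0.3736 (XVI). In H3L126M no chromosome moved past 0.0716 in YPD or 0.0862 in YPEG (chromosome VI). Camera called all 4 chromosomes in H3L126H, for chromosome II with an adjusted p of 7.66e-23 in YPD. It also called chromosomes IV (-0.1596), VII (-0.1729), IX, XI and XV lower in YPD, and IV, VII, XI, XII, XIV and XV lower in YPEG. Scaling to the library as a whole lowers the other chromosomes when some rise. Relative to the median of the other 12, which include them, IV and VII had -0.0999 and -0.1132 in YPD and -0.0486 and -0.0366 in YPEG. Chromosomes I and X had 0.1198 and 0.1192 in YPD. Some of the 12 must lie below their own median, so this does not show a separate fall of IV and VII. The values of chromosomes II, III, V and XVI argue against several technical causes. Relative to the other 12 chromosomes, the smallest of the 8 medians was 0.2542 once trends with expression, GC content and length were removed, 0.2656 over genes whose sequence occurs once and 0.2627 with all libraries thinned to the same depth. Of the 50-kb bins of these chromosomes 100% lay above the median of the other 12, and the lowest value in any H3L126H library was 0.1512, against at most 0.0861 in a WT or H3L126M library. All 8 of 8 H3L126H libraries carried the shift.

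Extra copies of these chromosomes in part of the H3L126H cells are a candidate explanation. The medians of the 16 chromosomes correlated between the media (Pearson r 0.9766) although the expressed genes differ. An effect of the substitution present in both media would give this too, so r does not favor extra copies. A second copy in every cell of a haploid strain would give a log2 fold change near 1, and the limit of 0.5 fixed beforehand was not reached (0.4261). Relative to the other 12 chromosomes the values for chromosome II were 0.4858 and 0.5077. An effect of the substitution on these chromosomes also stays open, because the shift and the strain cannot be separated with 1 H3L126H strain. DNA was not measured, so it was not checked that the strain is still haploid. Removing the chromosome medians gives 1981 in place of 2665 calls in YPD.

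*HHT1* and *HHF1* rose at least 2-fold in H3L126H in both media, above the median of chromosome II (0.4261 in YPD), as did some other genes of this chromosome such as YBL100W-B in YPD. The summed count of both copies rose for H3 and H4 in both media, by at least 0.5916, which argues against reads moved between the copies. The 2 genes lie between a pair of Ty1 elements (chromosome II 226953-259577), where an extra copy of the segment could explain them. *HTA2* and *HTB2* lie in the same segment and were also higher in H3L126H (0.68 and 0.58 in YPD, 1.07 and 0.62 in YPEG). The 11 genes of the segment that do not encode histones had a median of 0.6355 in YPD and 0.5686 in YPEG, against 0.4012 and 0.3878 for the rest of the chromosome. In YPD 25 of 362 stretches of the chromosome were as high, so this cannot be told.

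Genes with low counts were higher in each mutant. For the tenth of genes with the lowest mean count, medians were 0.2706 and 0.3517 in YPD and 0.2513 and 0.2775 in YPEG (H3L126M and H3L126H). Simulated unchanged strains gave at most 0.0245 and genes with unique sequence still gave at least 0.2769, so neither a bias of the fit nor shared reads is a likely cause. Remaining DNA stays open. In H3L126M in YPD 14.55% of long genes with low counts did not rise, where a uniform gain left at most 12.73% in simulations, and in YPEG the shares of 17.65% (H3L126M) and 14.71% (H3L126H) were above a simulated maximum of 11.76%, all of which goes against uniform DNA. In H3L126H in YPD the share of 9.09% only equaled the simulated maximum, and the gain in counts grew with gene length in each mutant and medium (Spearman rho 0.2529 to 0.3993), as DNA would give.

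Subtelomeric genes were higher in both mutants, with medians of 0.1717 and 0.2689 in YPD and 0.2061 and 0.2483 in YPEG (H3L126M and H3L126H). Their low expression does not explain this, since each median lay at percentile 100 of lists matched on expression. In YPD shared reads may explain it, as over genes with unique sequence the smaller percentile was 61.76. In YPEG it was 99.83. A shift along the difference between the media left at least 0.0873.

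Ty genes were higher, with medians of 0.7576 and 1.1098 in H3L126M and 0.182 and 0.1013 in H3L126H (YPD, YPEG). The value of H3L126H in YPEG lay within lists matched on expression (percentile 62.45), so a rise beyond the trend with expression is not shown there. The sum over all Ty genes rose by at least 0.7781 in H3L126M, so reads moved between copies are an unlikely cause. New insertions could not be looked for.

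Genes of the mitochondrial genome were higher in H3L126H, with medians of 1.086 in YPD and 1.0137 in YPEG, and in H3L126M in YPEG (0.6154). Their low GC content is an unlikely cause, since the nuclear trend gives -0.1238. These genes made up 0.0125% of the counts of H3L126H in YPD and 0.00588% in WT. Such small shares may follow the poly(A) selection more than transcription, which was not tested.

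The lists of Mac1 targets and of iron genes moved with the medium in H3L126M. The Mac1 targets had a median of 0.4214 in H3L126M in YPD and -0.5876 in YPEG, an interaction of -1.1219. The iron list had -0.6065 in H3L126M in YPEG and an interaction of -0.5605. A shift of H3L126M along the difference between the media could cause such changes, but with the effect of the medium removed the YPEG medians were -0.9705 and -0.9323. The spread between libraries is also an unlikely cause for iron (exact p = 0.02857). Fry called the Mac1 and iron lists and the estimated correlation neither. The copper list had an interaction of -0.1644 in H3L126M, which camera did not call (adjusted p = 0.0641) and fry did (0.00292).

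For the ETC list, whose interaction in H3L126M was 0.3023, such a shift is a possible cause. With the effect of the medium removed its YPEG median fell to 0.0889, within lists matched on expression (percentile 90.06). In YPD the same removal took the ETC list from 0.1103 to -0.1844 in H3L126M (percentile 0.04) and from -0.0169 to -0.3857 in H3L126H. It may thus take too much from this list, and the fall in YPEG does not show that the shift is the cause. The shift stays possible for the ETC list and not for the iron and Mac1 lists, which moved against the effect of the medium. Fry did not call this interaction. The ATP synthase list had 0.2517 in H3L126M in YPEG and 0.1452 in H3L126H in YPD. Both lay within lists matched on expression (percentiles 91.07 and 90.47). Its interaction in H3L126H was -0.3117. The 6 genes called in H3L126H in YPD lie on chromosomes II (*ATP1*, *ATP3*) and XVI (*ATP4*, *ATP15*, *ATP20*) or in the mitochondrial genome (*OLI1*). The value of 0.1452 may therefore follow the shift of the chromosomes (0.4261 for chromosome II).

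The ribosomal protein genes of H3L126M were lower in YPD (-0.1821), where lists matched on expression had a median of -0.1425 (percentile 0.72). Much of this fall thus goes with the trend with expression. The same shift may explain another part. In the fit used to remove it, the value went from -0.2138 to -0.1553, at percentile 4.66. In YPEG the median was 0.1711, within lists matched on expression (percentile 74.82), with 1 gene called higher and 6 lower, so a rise of this list beyond the trend with expression is not shown. Removing the shift did not lower the median (0.2334), which then lay above the matched lists, so the shift is an unlikely cause of it. It is also an unlikely cause of the lower level in H3L126H (-0.3178 in YPD and -0.2659 in YPEG, at most -0.2186 after removal). The interaction in H3L126M was 0.3691. Fry called this list only in H3L126H in YPD.

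The sulfur amino acid genes were lower in H3L126M in YPD (-0.6372), with an interaction of 0.5703, and had an interaction of 0.3977 in H3L126H. Removing the effect of the medium left -0.6559 and, for H3L126H in YPEG, 0.1911, so the shift is an unlikely cause. The PHO regulon was lower in YPEG too (-0.443 in H3L126M and -0.6588 in H3L126H). Removing the effect of the medium left -0.4227 and -0.6209 for this regulon. In H3L126M its interaction was 0.3438, that of the acid phosphatase list 1.7496 and that of the Ty list 0.3106.

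The effect of the strain depended on the medium for 1504 of 6082 genes in H3L126M and 1181 in H3L126H. Of 100 splits drawn, 1 gave as many for H3L126M (the true one) and 2 for H3L126H, where another split gave 1708. With 5 libraries of H3L126H and 5 of WT exchanged, that split probably mixes other differences between libraries into the interaction. Leaving out 1 WT library of YPD lowered the share of higher calls in H3L126H from 52.24% to between 32.11% and 38.69%. Leaving out 1 library of another group left 50.69% to 53.85%. The balance of higher and lower calls in H3L126H therefore depends on the WT libraries of YPD.

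Genes lowered in both mutants could come in part from chance values of the shared WT libraries. The fold changes of the mutants correlated with an r of 0.6014 in YPD, while simulated unchanged strains with shared WT libraries gave 0.723 to 0.7709. With separate WT libraries for each mutant r fell to 0.1136 at its lowest, when H3L126M was set against WT replicates 3 and 4, and simulated unchanged strains reached 0.0877. Genes called in both mutants numbered 590, 526 of them in the same direction, against at most 3 in 20 simulated pairs of unchanged strains, which goes against chance values of independent genes as the source of most of them. The simulation does not hold the split between the WT replicates, which moves many genes at once, so how much the mutants share beyond WT cannot be told from the correlation.

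Single libraries stood apart from the other 3 of their group in 14 of 188 groups examined with Dixon's ratio, where 9.4 would do so by chance. In YPD these were *ANS1* in WT replicate 4 (3.7, others 0), *AAD15* in WT replicate 3 (2.9, others 0), *FET4* in WT replicate 1 (2167.7, others 2297.5 to 2320.8), *HHT1* in WT replicate 1 (7826.1, others 7887.0 to 7899.3), *HTZ1* in WT replicate 2 (1074.4, others 974.4 to 988.7), *GPP1* in H3L126M replicate 4 (11730.9, others 14412.6 to 14824) and *MET6* in the same library (1933.2, others 2543.5 to 2610.0). In YPEG these were the ETC median in H3L126M replicate 2 (3.786, others 3.9015 to 3.9222), *HHF1* and *HHT1* in H3L126H replicate 4 (17552.9 and 16240.9, others 23002.6 to 23776.7 and 21235.3 to 22071.7), *INO1* in WT replicate 3 (743.9, others 894.1 to 910.2), *ERR3* in H3L126M replicate 3 (60.6, others 83.3 to 86.6), and *IMD2* and *PIR3* in H3L126M replicate 1 (2277.1 and 529.7, others 1768 to 1819.9 and 321.5 to 341.1).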

How the results depend on the processing

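Removing chromosome medians and leaving out libraries for the interactions were tests chosen after the result was seen, and the other alternatives were fixed at the start.

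In YPD the H3L126M count of 871 fell to 526 with only the 2 strains compared and to 429 at an adjusted p below 0.01. With a mean of at least 100 counts, 42 in place of 125 genes were 2-fold higher in H3L126M and 96 in place of 230 in H3L126H. Leaving out 1 library gave 17 (without WT replicate 2) to 30 (without WT replicate 4) 2-fold lower genes in H3L126M, in place of 19. Between the mutants, 1292 genes remained at an adjusted p below 0.01 and 1226 with chromosome medians removed, in place of 2132, and of 93 2-fold lower genes 53 had a mean of at least 100 counts and 52 stayed with chromosome medians removed.

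The copper median of H3L126M in YPD (0.0057) turned to -0.0096 with DESeq2 size factors and -0.014 with all 24 libraries, and ranged from -0.0427 (without WT replicate 4) to 0.0298 (without L126M replicate 4). That of zinc and manganese (0.0087) turned to -0.009 with DESeq2, -0.0077 with DESeq2 size factors and -0.0139 with all 24 libraries, ranging from -0.0276 (without L126M replicate 2) to 0.0391 (without L126M replicate 3). In H3L126H the copper median was 0 with DESeq2 and 0 without a filter, because the *CUP1* genes then enter at 0 through 1 count in an H3L126M library. It was -0.0186 with all 24 libraries and ranged from -0.0185 (without WT replicate 1) to 0.0939 (without L126H replicate 1). Fry called it (0.0303) and the iron list (0.3151), which camera did not. The zinc and manganese median ranged from -0.0025 (without WT replicate 2) to 0.1272 (without WT replicate 3). None of these medians has a sign that holds, except that of iron.

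The acid phosphatase median of H3L126H stayed low with all 24 libraries (-1.1927) but lost its call.

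In YPEG 1276 genes in H3L126M and 1263 in H3L126H remained at an adjusted p below 0.01, and 1385 in H3L126H with chromosome medians removed. A mean of at least 100 counts left 87 genes 2-fold higher and 16 lower in H3L126H, and 1536 genes differed between the mutants at an adjusted p below 0.01. The ETC difference of H3L126M was 0.1433 without a filter, 0.0971 with the ATP synthase list added and 0.1444 with the authors' normalized counts, each with an exact p of 0.02857 in place of 0.0857. At an adjusted p below 0.01, interactions remained for 672 genes in H3L126M and 457 in H3L126H.

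Among histone genes, values near 0 changed sign. *HTZ1* in H3L126H in YPD (0.0102) was -0.0083 with DESeq2, -0.007 with DESeq2 size factors, -0.0053 with 2 strains and -0.0361 with all 24 libraries, from -0.0054 (without WT replicate 4) to 0.0426 (without WT replicate 2). HTA1, L126H vs WT, YPD, went from -0.0672 (without WT replicate 4) to 0.0426 (without WT replicate 1) and *CSE4* in H3L126M from -0.07 (without WT replicate 1) to 0.0124 (without WT replicate 4). HHF1, L126M vs WT, YPD, went from -0.0666 (without L126M replicate 1) to 0.0078 (without L126M replicate 4), HTB1, L126M vs WT, YPEG, from -0.1913 (without WT replicate 4) to 0.0214 (without WT replicate 1) and INO1, L126H vs WT, YPEG, from -0.0324 (without L126H replicate 1) to 0.1225 (without L126H replicate 4). None of these was called in any of these fits.

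A block for the replicate number absorbs only a difference between replicates that the strains share. In YPD the deviations of paired H3L126M and WT libraries correlated with r of -0.3705 to -0.1103. The block therefore does not test the split within WT there. With this block, 687 genes were called in H3L126M and 2484 in H3L126H in YPD, 2203 and 2224 in YPEG. Of 113 values of named genes 112 kept their call and direction, and HHT2, L126M vs WT, YPD, lost its call (-0.2884, adjusted p = 0.0708).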

Differences from the paper's values

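The tests in this part were not chosen after the result was seen, since each value was read from the paper and set beside every alternative already run.

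Of 33 values compared, 10 differed. The volcano plots of Fig. 2F label about 12 genes above 50 in -log10 adjusted p in H3L126M and about 9 in H3L126H, and those of Fig. 3B label about 5 and about 1, where edgeR gave 0 in each. DESeq2 gave 12, 10, 5 and 1, so the test of the paper closes 3 of these differences and gives 1 gene more for H3L126H in YPD. The quasi-likelihood test counts the uncertainty of the spread between 4 replicates, which likely keeps its p values larger (the largest -log10 adjusted p is 10.0).

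*BNA2* in H3L126M in YPD had a log2 fold change of 3.06 against about 2.7 read from Fig. 2F, and no alternative closed the gap (closest 2.9752 without WT replicate 3). YBL100W-B had 2.95 against about 2.8, and 2.8901 without WT replicate 1. *HHT1* in H3L126H had 1.04 against about 0.99, and 0.9917 with all 24 libraries. Values read from a plot may be off by such amounts.

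The ETC averages of Fig. S5B lie at about 3.2, about 3.2 and about 3.1 in WT, H3L126M and H3L126H, against 3.78, 3.88 and 3.73 here. The authors' normalized counts came closest with 3.6605, 3.8049 and 3.6497. The genes in the figure are not listed in the text, so another list could explain the gap, and the added ATP synthase genes leave a difference of 0.0971 between H3L126M and WT.

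The paper describes few changes in global expression in either medium. Here 14.6% to 44.6% of genes were called, while 2.41% to 5.25% reached 2-fold, so the difference may lie in what is counted as a change (at an adjusted p below 0.01 the lowest count is 429). The paper reports few significant differences in ETC expression in YPEG. Here 20 of 29 genes were higher in H3L126M, but the difference of the per-library medians had an exact p of 0.0857, which alternatives lowered to 0.02857, so the gap may depend on the measure. The gene ontology p values of Fig. S4B were not recomputed, for lack of the annotation.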

Other observations

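The tests named in this part were chosen after the result was seen, except the limit of 0.5 for chromosomes.

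H3L126H libraries carry a shift of 4 chromosomes in both media, which bears on every gene of chromosomes II, III, V and XVI named for this strain, among them *HHT1*, *HHF1*, *PHO5* and *PCA1*. Sequencing the DNA of this strain and of independent H3L126H isolates would tell extra copies from an effect of the substitution, which the correlation between media (r 0.9766) cannot. The histone genes of chromosome II would be part of the same question.

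Camera called the copper list in neither mutant in YPD, while fry called it in H3L126H (adjusted p = 0.0335). Of the Mac1 targets, *FRE7* and *CTR3* were higher in H3L126M in YPD and *CTR1* and *FRE1* were not called. In YPEG *FRE7*, *FRE1* and *CTR1* were lower, and *CTR3* was not called (-0.21, edgeR adjusted p = 0.245). The interaction was -2.05 for *FRE7* (edgeR adjusted p = 7.67e-05), -0.99 for *CTR3*, -1.26 for *FRE1* and -0.53 for *CTR1*. Mac1 is active when copper is low, so a lower activity in YPEG may follow the copper the cell senses (median -0.9705 in YPEG with the effect of the medium removed). Measured Cu1+ and Mac1 targets in the same cultures would test this.

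The iron list of H3L126M was lower in YPEG in 23 of 29 genes (-0.9323 with the effect of the medium removed), which could reflect iron entering through the copper-dependent oxidase Fet3. Iron content was not analysed here.

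H3L126M in YPEG also had higher *PCK1* and ETC genes, and the ETC rise shrinks to 0.0889 with the effect of the medium removed. A culture further along its growth or a stronger respiratory state could each give this, but the iron and Mac1 lists moved the other way.

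The *PHO5*, *PHO11* and *PHO12* genes fell in both mutants in YPD, and in YPEG *PHO11* in both (-1.3955 in H3L126M and -3.02 in H3L126H) and *PHO12* in H3L126H (-0.94). The median of the PHO regulon was below 0 with the effect of the medium removed (-0.3988). A change in phosphate sensing or in chromatin could each lower these genes, but 4 genes of the regulon, 3 of them on chromosomes V and XVI, were higher in H3L126H in YPD, so the regulon did not move as a whole in that strain. Phosphate in the medium was not measured.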
